# Targeting the glycine-rich domain of TDP-43 with antibodies prevents its aggregation in vitro and reduces neurofilament levels in vivo

**DOI:** 10.1186/s40478-023-01592-z

**Published:** 2023-07-11

**Authors:** Henrick Riemenschneider, Francesca Simonetti, Udit Sheth, Eszter Katona, Stefan Roth, Saskia Hutten, Daniel Farny, Meike Michaelsen, Brigitte Nuscher, Michael K. Schmidt, Andrew Flatley, Aloys Schepers, Lara A. Gruijs da Silva, Qihui Zhou, Thomas Klopstock, Arthur Liesz, Thomas Arzberger, Jochen Herms, Regina Feederle, Tania F. Gendron, Dorothee Dormann, Dieter Edbauer

**Keywords:** Neurodegeneration, Amyotrophic lateral sclerosis, Frontotemporal dementia, TDP-43, Immunotherapy, Phase separation, Aggregation

## Abstract

**Abstract:**

Cytoplasmic aggregation and concomitant nuclear clearance of the RNA-binding protein TDP-43 are found in ~ 90% of cases of amyotrophic lateral sclerosis and ~ 45% of patients living with frontotemporal lobar degeneration, but no disease-modifying therapy is available. Antibody therapy targeting other aggregating proteins associated with neurodegenerative disorders has shown beneficial effects in animal models and clinical trials. The most effective epitopes for safe antibody therapy targeting TDP-43 are unknown. Here, we identified safe and effective epitopes in TDP-43 for active and potential future passive immunotherapy. We prescreened 15 peptide antigens covering all regions of TDP-43 to identify the most immunogenic epitopes and to raise novel monoclonal antibodies in wild-type mice. Most peptides induced a considerable antibody response and no antigen triggered obvious side effects. Thus, we immunized mice with rapidly progressing TDP-43 proteinopathy (“rNLS8” model) with the nine most immunogenic peptides in five pools prior to TDP-43ΔNLS transgene induction. Strikingly, combined administration of two N-terminal peptides induced genetic background-specific sudden lethality in several mice and was therefore discontinued. Despite a strong antibody response, no TDP-43 peptide prevented the rapid body weight loss or reduced phospho-TDP-43 levels as well as the profound astrogliosis and microgliosis in rNLS8 mice. However, immunization with a C-terminal peptide containing the disease-associated phospho-serines 409/410 significantly lowered serum neurofilament light chain levels, indicative of reduced neuroaxonal damage. Transcriptomic profiling showed a pronounced neuroinflammatory signature (IL-1β, TNF-α, NfκB) in rNLS8 mice and suggested modest benefits of immunization targeting the glycine-rich region. Several novel monoclonal antibodies targeting the glycine-rich domain potently reduced phase separation and aggregation of TDP-43 in vitro and prevented cellular uptake of preformed aggregates. Our unbiased screen suggests that targeting the RRM2 domain and the C-terminal region of TDP-43 by active or passive immunization may be beneficial in TDP-43 proteinopathies by inhibiting cardinal processes of disease progression.

**Graphical Abstract:**

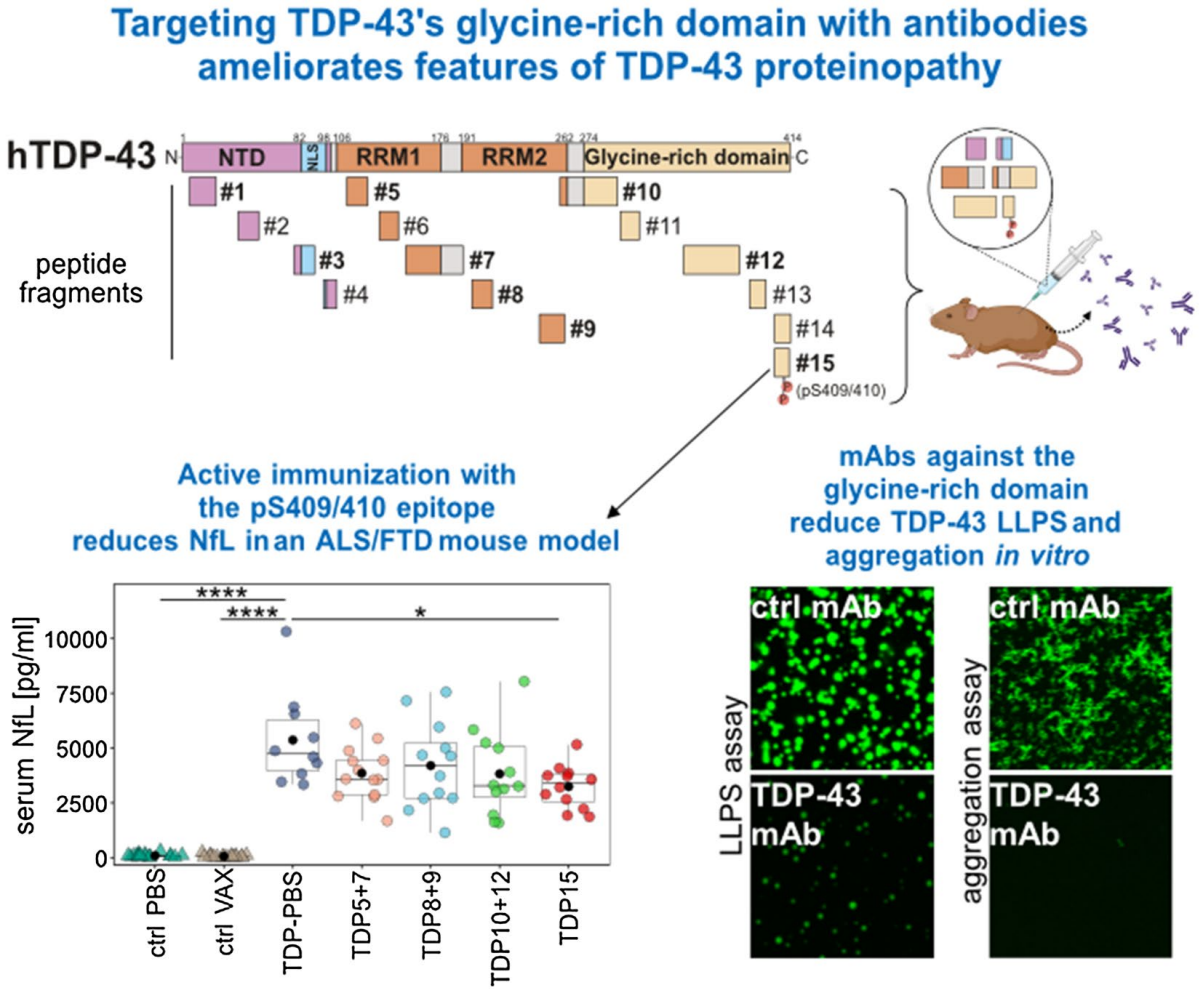

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40478-023-01592-z.

## Introduction

Amyotrophic lateral sclerosis (ALS) and frontotemporal lobar degeneration with TDP-43 inclusions (FTLD-TDP) are related, incurable neurodegenerative disorders with overlapping genetics and neuropathology. Most cases show neuronal and glial cytoplasmic inclusions of the multifunctional RNA-binding protein TDP-43 [30]. Normally, TDP-43 resides mostly in the nucleus where it regulates gene expression at multiple levels with a dominant role in mRNA splicing [46, 55]. TDP-43 inclusions show disease-specific posttranslational modifications, such as proteolytic processing into aggregation-prone 25–35 kDa C-terminal fragments, phosphorylation and ubiquitination [18, 37, 38]. In contrast to nuclear TDP-43, cytoplasmic inclusions are hyperphosphorylated at serines 409/410 (pS409/410), but the pathophysiological role of C-terminal TDP-43 phosphorylation is still debated [16, 32]. The distribution of TDP-43 pathology strongly correlates with neuron loss in affected central nervous system (CNS) regions of ALS and FTLD-TDP cases, underpinning its key role in the pathophysiology of these diseases [29]. Most aggregate-bearing cells show striking clearance of nuclear TDP-43, suggesting that gain and loss of TDP-43 function pathomechanisms act in concert [27]. In mice, both knockout and overexpression of wild-type TDP-43 are lethal, raising concerns about the safety of TDP-43 targeted therapy [12, 59].

Over the past years, active and passive antibody approaches targeting different extracellular (Aβ) and intracellular (Tau, α-synuclein, poly-GA) aggregating proteins have emerged as promising options for the treatment of neurodegenerative diseases [34]. Despite limited permeability of the blood brain barrier for antibodies, Aβ-specific antibodies reduce amyloid load, and two such antibodies are now FDA-approved for the treatment of Alzheimer’s disease, though their clinical utility is still debated. Ongoing antibody therapy approaches for intracellular aggregating proteins have been suggested to prevent their unconventional cell-to-cell transmission, thus inhibiting pathogenic spreading and promoting clearance by microglia or preventing toxic neuroinflammation [21, 63]. In addition, low level intracellular antibody uptake may accelerate proteasomal clearance of aggregates through recruitment of the intracellular Fc-receptor TRIM21 [33, 35].

For intracellular Tau aggregates, both passive antibody delivery and active vaccination are currently being tested in clinical trials [40]. We have used active vaccination to target the abundant poly-GA inclusions found in ALS and FTLD cases caused by *C9orf72* repeat expansions [63]. Immunization of presymptomatic mice expressing poly-GA with ovalbumin (OVA)-coupled (GA)_10_ induced a strong anti-GA response, reduced poly-GA aggregation, prevented microgliosis, and improved motor deficits [63]. For TDP-43, the Julien lab has generated a monoclonal antibody directed against its RNA recognition motif 1 (RRM1) that reduced cytoplasmic TDP-43 levels as well as TDP-43/p65-mediated NFκB activation in vitro. Intrathecal injection of this antibody ameliorated cytoplasmic TDP-43 mislocalization in the lumbar spinal cord, which was accompanied by microglial activation [44]. Expressing the same antibody in the brain as a single-chain variable fragment (scFv) using AAV also reduced TDP-43 proteinopathy, accompanying neuroinflammation, and behavioral abnormalities in BAC-transgenic TDP-43 mice [45]. Two other scFv antibodies directed against an epitope in the RRM2 domain were genetically engineered to promote TDP-43 aggregate clearance in cell lines and validated in mice using combined in utero electroporation of TDP-43 and scFv [53]. However, active vaccination targeting TDP-43 has not been reported, although this approach would be more convenient and cost-efficient in patients.

Given the importance of TDP-43-associated neurodegeneration in ALS and FTLD-TDP as well as the recent advances in immunotherapies for neurodegenerative disorders, we tested whether active vaccination would ameliorate TDP-43 pathophysiology in vivo. The choice of epitope for active and passive immunotherapy is challenging, because the domains driving gain-of-function pathomechanisms are unclear and it is still debated whether TDP-43 inclusions are liquid-like, gel-like or amyloid-like [5, 13, 26, 49, 61]. To identify the best target epitopes in vivo, we screened peptide antigens covering all regions of TDP-43 for active immunization, and investigated their effects on TDP-43 phosphorylated at serines 409/410 (pTDP-43), transcriptional alterations, neuroinflammation, and neuroaxonal damage in an aggressive mouse model of TDP-43 proteinopathy. In addition, we raised and characterized a panel of monoclonal antibodies from the immunized mice. Altogether, we found active vaccination targeting the C-terminal low-complexity domain, in particular the C-terminal pS409/410 epitope, to have moderate beneficial effects in vivo, and monoclonal antibodies targeting the C-terminal low-complexity domain to potently suppress phase separation, aggregation and aggregate uptake of TDP-43 in vitro, commending this region for future antibody-based therapeutic efforts.

## Materials and methods

### Mice and immunization regimen for active vaccination study

All animal procedures were performed according to institutional guidelines approved by the governmental ethics committee of Upper Bavaria (licenses TV 55.2-2532.Vet_02-17-106 and TV 55.2-2532.Vet_03-17-68). Mice were housed in standard IVC green line cages (Tecniplast, Italy) on a 12-h light/dark cycle in a pathogen-free facility and ad libitum access to food and water. The monogenic lines B6;C3-Tg(NEFH-tTA)8Vle/J (NEFH-tTA line 8, stock #025397) and B6;C3-Tg(tetO-TARDBP*)4Vle/J (tetO-hTDP-43ΔNLS line 4, stock #014650) were obtained from the Jackson Laboratory (Bar Harbour, USA) and intercrossed to generate bigenic regulatable NLS8 (rNLS8) animals with a mixed C57BL/6J × C3H/HeJ background. Breeders as well as offspring mice were kept on a doxycycline diet (200 mg/kg, Ssniff, Germany) during hTDP-43∆NLS suppression (until aged to 25.5 weeks). To induce hTDP-43∆NLS expression, animals were switched to standard chow lacking doxycycline (Ssniff, Germany). For genotyping, DNA was extracted from ear biopsies by the previously described HotSHOT method [54] and transgenes were detected by PCR using the primers recommended by Jackson Laboratory: NEFH-tTA forward 5′-CTCGCGCACCTGCTGAAT-3′, NEFH-tTA reverse 5′-CAGTACAGGGTAGGCTGCTC-3′, tetO-TARDBP* forward 5′-TTGCGTGACTCTTTAGTATTGGTTTGATGA-3′, tetO-TARDBP* reverse 5′-CTCATCCATTGCTGCTGCG-3′. Littermates were grouped into indicated immunization cohorts in a randomized and gender-balanced fashion.

Immunization followed our previous protocol for poly-GA vaccination [63]. For the initial immunization of wild-type C57BL/6J mice, a total of 40 µg ovalbumin peptide conjugates (Peptide Specialty Laboratories GmbH, Germany) were mixed with 5 nmol CpG ODN 1668 oligonucleotide (IAX-200–001, Innaxon, UK) in 200 µl PBS and 250 µl Incomplete Freund’s adjuvant (IFA, Sigma, USA) and injected half-half intraperitoneally (i.p.) and subcutaneously (s.c.) into 8-week-old animals. For the monthly booster immunizations, a total of 40 µg antigen was mixed with 5 nmol CpG ODN 1668 in 500 µl PBS and injected half-half i.p. and s.c. as depicted in Fig. 1B. rNLS8 immunization followed the same regimen (Fig. 1E), but using 250 µl Alhydrogel® adjuvant 2% (Invivogen, USA). The control groups (wild-type C57BL/6J: PBS; rNLS8: ctrl PBS and TDP-PBS) received PBS instead of the peptide conjugates. Immunizations in CD-1 (#022), C3H/HeOuJ (#626) and C57BL/6J (#632, all three lines obtained from Charles River Laboratories, Sulzfeld, Germany) were carried out as described for rNLS8 mice (Additional file 1: Fig. S2A).

**Fig. 1:**
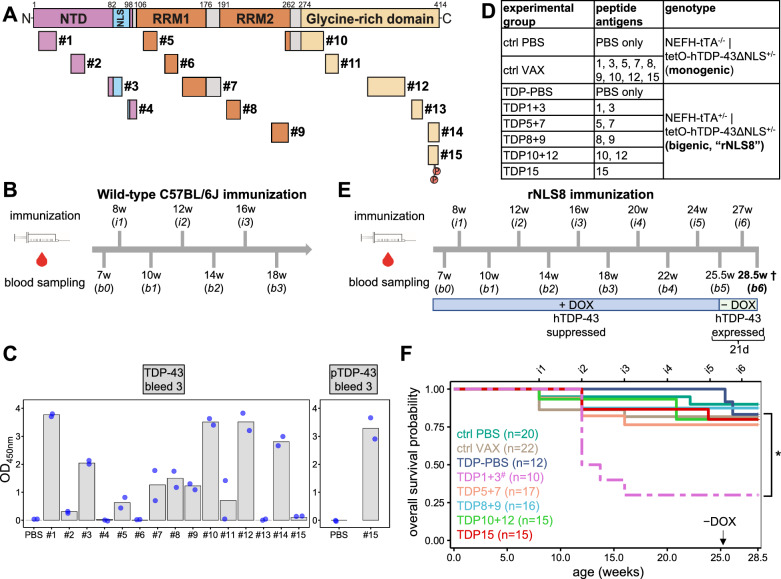
Epitope scan of TDP-43 reveals differential immunogenicity and safety in mice. Active immunization with 15 different TDP-43 peptides in wild-type C57BL/6J to select the most immunogenic ones for therapeutic vaccination in rNLS8 mice. **A** Localization and relative size of peptides used for active immunization targeting human TDP-43. Peptide 15 contains pS409/410. NTD: N-terminal domain, NLS: Nuclear localization signal, RRM1/2: RNA recognition motif 1/2. **B** Immunization regimen for wild-type C57BL/6J mice (age in weeks). Two mice per peptide antigen were immunized monthly (i1-i3) with serum collected before and in between immunizations (b0-b3). **C** Antibody response towards human recombinant TDP-43 (left panel) or pTDP-43 peptide (pS409/410, right panel) was determined by ELISA after three immunizations. Background-corrected optical density at 450 nm (OD450) was measured in duplicates for each animal (dots) with bars representing mean values. All sera were diluted 1:500. Preimmune serum is analyzed in Fig. S1B. **D** Experimental groups for therapeutic vaccination. rNLS8 animals expressing hTDP-43ΔNLS were immunized with either pooled antigens or PBS control. Monogenic littermates received either PBS (ctrl PBS) or a mixture of all peptides used for rNLS8 immunization (ctrl VAX). Peptides 1 and 3 were excluded from the control group after discovering side effects in the TDP1 + 3 group (Fig. 1F). **E** Timeline of immunization and blood sampling in rNLS8 and control mice. After the fifth blood sampling (b5), hTDP-43∆NLS expression was induced by removing doxycycline (DOX) from the chow. All mice were sacrificed 21 days after transgene induction (28.5 weeks of age). **F** Kaplan–Meier plot showing survival probability of mice during study (humane endpoint). Number of animals at the beginning of the immunization regimen is indicated. Log-rank test and pairwise comparisons with Benjamini–Hochberg correction revealed a statistically significant higher mortality in TDP1 + 3 immunized compared to TDP-PBS control mice (*, *p* = 0.039). Note that immunization of surviving TDP1 + 3 mice was discontinued after 1, 2 or 3 immunizations (^#^, dashed line)

### Serum collection and tissue harvesting

Monthly blood collection was carried out by puncture of the vena facialis using a Goldenrod animal lancet (BioMedical Instruments Trading, Germany). Blood clotted during 15 min incubation at room temperature (RT) and serum was obtained as the supernatant after centrifugation (13,000× *g* for 10 min at 4 °C). Three weeks after transgene induction, an overdosed combination of ketamine (450 mg/kg, Ketabel, belapharm, Germany) with xylazine (30 mg/kg, Xylazin, Serumwerk, Germany) was intraperitoneally injected into rNLS8 and control mice to ensure painless deep anesthesia without recovery, thereby allowing for transcardial perfusion using ice-cold phosphate-buffered saline (DBPS, Gibco, USA). Collected tissue was either snap-frozen in liquid nitrogen and stored at −80 °C for subsequent biochemical analysis or formalin-fixed (ROTI®Histofix 4%, Roth, Germany) for 24 h for immunohistochemistry/immunofluorescence.

### TDP-43 antibody ELISA

TDP-43 antibody titers in mouse sera and the binding affinities of purified monoclonal antibodies to TDP-43 were determined by ELISA. To this end, Nunc MaxiSorp™ flat bottom 96-well plates were incubated with recombinant human TDP-43-MBP-His_6_ or a pTDP-43 (pS409/410) peptide (biotinylated version of TDP peptide #15) in PBS overnight at 4 °C. The next day, plates were treated with blocking solution (1% BSA, 0.05% Tween 20 in PBS) for 1 h at RT. Subsequently, serum samples were prediluted in blocking solution as depicted in the figure legends and added for 1 h at RT. Following three washes with 0.05% Tween 20 in PBS, plates were incubated with anti-mouse secondary antibody (Promega, USA) for 1 h at RT. After three more washes, 3,3′,5,5′-Tetramethylbenzidine (TMB, Sigma, USA) was used as chromogenic substrate and its reaction was stopped using 2 M H_2_SO_4_. The optical density at 450 nm (OD450) was measured using a Biotek Cytation 3 plate reader. Background signals were determined by using MBP-His_6_ (for TDP-43-MBP-His_6_) or PBS (for pTDP-43) as coating agents. Out-of-range signals were manually set to the detection maximum of 4. OD signals of two technical replicates per sample were background-corrected, averaged, and plotted.

### Mesoscale discovery immunoassays for pTDP-43 and inflammatory markers

Levels of pTDP-43 and inflammatory markers were measured using the Mesoscale Discovery platform (USA). To generate brain lysates, approximately 50 mg of neocortex tissue from mice was homogenized in cold RIPA buffer (50 mM Tris–HCl pH 8.0, 150 mM NaCl, 5 mM EDTA, 0.5% sodium deoxycholate, 1% Nonidet P-40, 0.1% sodium dodecyl sulfate, and protease and phosphatase inhibitors) and sonicated on ice. Homogenates were centrifuged at 100,000 × g for 30 min at 4 °C and the supernatant was collected as RIPA-soluble fraction. The RIPA-insoluble pellet was extracted using 7 M urea buffer (7 M urea, 2 M thiourea, 4% CHAPS, 30 mM Tris–HCl pH 8.5), agitated vigorously at RT for 30 min, and centrifuged at 100,000 × g for 30 min at 22 °C. The protein concentrations of the RIPA-soluble and urea-soluble fractions were determined by bicinchoninic acid (BCA) and Bradford assay, respectively.

Levels of pTDP-43 were measured on a homebrew immunoassay performed as previously described [47]. The capture antibody was a mouse monoclonal antibody that detects TDP-43 phosphorylated at serines 409/410 (1:500, TIP-PTD-M01, Cosmo Bio, USA), and the detection antibody was a sulfo-tagged rabbit polyclonal C-terminal TDP-43 antibody (2 μg/ml, 12892-1-AP, Proteintech). Samples were diluted in TBS (Tris-buffered saline) to 35 μg protein per well and tested in duplicate wells. Both RIPA-soluble and RIPA-insoluble fractions were quantified. Response values corresponding to the intensity of emitted light upon electrochemical stimulation of the assay plate using the MSD QUICKPLEX SQ120 were acquired.

Pro-inflammatory markers and cytokine levels were quantified using V-PLEX Plus Mouse Cytokine 19-Plex Kit (K15255G-2, Mesoscale Discovery) according to the manufacturer’s protocol using the RIPA-soluble fraction. 650 µg and 250 µg total protein were loaded per well on the pro-inflammatory and cytokine multiplex plate, respectively. Markers for which all measurements were below the detection range determined by the standard curve were neglected. For all other robustly working assays, concentration values below detection range were set to zero. Measurements with a CV of > 20% were excluded.

### HEK293 CRISPR interference (CRISPRi) *TARDBP* knockdown cells

HEK293 cells were a gift from Martin Dichgans (Institute for Stroke and Dementia Research, University Hospital, LMU Munich) and CRISPRi single cell clones were generated as described before [31]. In detail, HEK293 cells were cultured in DMEM (Thermo Fisher, USA) supplemented with 10% tetracycline-free fetal bovine serum (Clontech, USA) and 1% Non-Essential Amino Acids (Thermo Fisher). Transgenic lines were generated by co-transfecting cells in a 1:1:2.5 ratio using the following constructs: hAAVS1 1L TALEN (addgene #35431), hAAVS1 1R TALEN (addgene #35432), and pAAVS1-NDi-CRISPRi (Gen1, addgene #73497). This allows integration of the Cas9 cassette under the human safe harbor locus AAVS1 and expression of the fusion protein [Krüppel-associated box (KRAB) repressor domain fused to deactivated Cas9 (dCas9) and a mCherry marker] in a doxycycline-inducible manner. To generate single-cell clones, transfected cells were seeded in serial dilutions under G418 (400 µg/ml) selection and cultured until colonies were visible. After expansion, only single cell clones that showed a uniform and efficient dCas9 induction with tight regulation were used in later experiments. Next, these clones were transfected with a gRNA expression plasmid targeting *TARDBP* (sgRNA sequence: 5′-CAGGGACACCGAAGCAGCGA-3′) and clonally selected using Hygromycin (200 µg/ml). Doxycycline-dependent *TARDBP* knockdown was evaluated by immunoblotting and the most efficient clones were used further. For testing mouse antisera in immunoblotting, cells were grown in the absence or presence of 2 µM doxycycline for 72 h, washed with PBS, and lysed on ice in RIPA (137 mM NaCl, 20 mM Tris–HCl pH 7.5, 0.1% SDS, 10% glycerol, 1% Triton X-100, 0.5% deoxycholate, 2 mM EDTA) supplemented with Benzonase Nuclease (67 U/ml), protease inhibitor cocktail, and phosphatase inhibitor cocktail (all from Sigma, USA). Lysates were centrifuged (18,000 × g for 30 min at 4 °C) and the protein concentration of the RIPA-soluble supernatant was determined using a BCA assay (Interchim, France). After adding 3 × loading buffer (200 mM Tris–HCl pH 6.8, 6% SDS, 20% glycerol, 0.1 g/ml DTT, 0.1 mg Bromophenol Blue), samples were heat denatured at 95 °C for 10 min. Equivalent protein amounts were loaded on 10% SDS–PAGE gels and transferred to Nitrocellulose membranes (GE Healthcare, USA). Membranes were blocked in 5% milk powder and probed with a commercial anti-TDP-43 antibody (1:500, 10782–2-AP, Proteintech) or pooled antisera from five-times immunized mice (bleed 5). An anti-Calnexin antibody (1:7000, ADI-SPA-860, Enzo Life Sciences) was used to detect Calnexin as the loading control protein.

### Automated immunohistochemistry (IHC) and immunofluorescence (IF) stainings, image quantification

Immunohistochemistry (chromogenic detection) and immunofluorescence (fluorescent detection) stainings of mouse brain tissue were performed on formalin-fixed, paraffin-embedded (FFPE) sections of 5 µm thickness using automated staining systems with the following primary antibodies: pTDP-43 (pS409/410) (1:50, clone 1D3, Helmholtz Center Munich), TDP-43 (1:200, 10782–2-AP, Proteintech), Iba1 (1:250, 234308, SYSY), and GFAP (1:500, 173006, SYSY).

Immunohistochemical stainings of pTDP-43 (pS409/410) were performed on a Ventana BenchMark Ultra automated stainer using pretreatment with CC1 buffer and the ultraView Universal DAB Detection Kit (all from Roche). Nuclei were counterstained using hematoxylin. All steps followed standard manufacturer’s instructions. Acquisition of bright-field images was performed on a Leica Dmi8 microscope equipped with a HC PL FLUOTAR L 20x/0.40 DRY objective and a DMC4500 camera (Leica Microsystems, Germany). All images were captured using the LAS X software (version 3.7) in tile-scan mode at a 1280 × 960 pixel resolution.

Immunofluorescence stainings for TDP-43, Iba1, and GFAP were performed on a DCS Delta.36 automated staining system using supplier reagents (DCS-Diagnostics, Germany). All steps were conducted at RT. After deparaffinization, the TR2 (low pH) buffer was used for antigen retrieval. Sections were then blocked and permeabilized using 2% fetal calf serum, 3% goat serum, and 0.2% Triton X-100 in PBS. Next, primary antibodies were added for 1.5 h, followed by an 1 h incubation step with host-specific secondary antibodies (each 1:250, goat anti-rabbit Alexa 488, goat anti-guinea pig Alexa 555, goat anti-chicken Alexa 647; all from Thermo Fisher). Afterwards, nuclei were counterstained using DAPI (1:5000 in PBS, 15 min) and sections were mounted with Vectashield Vibrance (VEC-H-1700, Biozol, Germany). Stained sections were imaged on a PANNORAMIC “MIDI II” Digital Slide Scanner (3DHistech, Hungary) equipped with a 20 × objective and the Pannoramic Slide Scanner software (version 2.0.5). To quantify Iba1 and GFAP signals automatically, a customized ImageJ/Fiji (version 1.53t) script to detect cell soma was used. In brief, images were background-subtracted (rolling ball method, radius 50 pixels) and despeckled (median filter) first. Next, Morphological Filters and Gray Scale Attribute Filtering (both from the MorphoLibJ plugin, version 1.6.0) were applied, followed by auto thresholding (Iba1: IJ_IsoData; GFAP: auto local threshold, Phansalkar method). Cell soma were then counted using the “Analyze Particles” function (size Iba1: 15–150 pixels^2^; size GFAP: 50–200 pixels^2^). Afterwards, cell counts were normalized to the hippocampal area analyzed.

Images of TDP-43 (human + mouse) stained sections were acquired on an inverted LSM710 Axio Observer.Z1 confocal laser scanning microscope equipped with a Plan-Apochromat 40x/1.40 Oil DIC M27 objective and a PMT detector. Images were taken at 2048 × 2048 pixel resolution in z-stack mode (step size 0.42 µm) using the ZEN 2011 software (black edition, Carl Zeiss, Germany). For each animal investigated, three fields of view in the frontal cortex area were acquired. Using CellPose (version 2.2) [41, 52], nuclear (based on DAPI staining) and pan-TDP-43 (based on TDP-43 staining) signals were segmented (cyto2 model, cell diameter = 100 pixels, flow threshold = 0.4). Z-series were projected into two dimensions using Image J’s sum slices method. Based on the outlines obtained from CellPose segmentation, nuclear and cytoplasmic (non-nuclear) TDP-43 intensities were measured, and their ratio was calculated. Ratios of the three fields of view were averaged and plotted as depicted in Fig. 4C.

### Patient tissue, immunofluorescence

Patient brain sections for immunofluorescence stainings were provided by the Neurobiobank Munich and Ludwig-Maximilians-University (LMU) Munich. Their usage was reviewed and approved by the ethical committee at LMU Munich. For immunofluorescence staining, 5 µm-thick formalin-fixed and paraffin-embedded sections from the Gyrus frontalis medius region were deparaffinized and rehydrated using a standard xylene/ethanol gradient. Heat-mediated antigen retrieval was performed for 30 min in citrate buffer pH 6.0 using a boiling steamer. Next, sections were treated with blocking buffer (2% fetal calf serum, 3% goat serum, 0.2% Triton X-100 in PBS) and incubated for 1 h at RT with either a commercially available primary antibody (pTDP-43 (pS409/410), 80007–1-RR, 1:500 or TDP-43, 10782–2-AP, 1:350, both from Proteintech), pooled blood sera from five-times immunized mice (bleed 5) or the purified TDP-43 monoclonal antibodies, each diluted in blocking solution (0.2% fetal calf serum, 0.2% bovine serum albumin, 0.02% fish gelatine in PBS). Subsequently, tissues were incubated with goat anti-mouse Alexa 488- and goat anti-rabbit Alexa 555-coupled secondary antibodies (each 1:400, both from Thermo Fisher) for 1 h at RT. After each incubation step, three washes with 0.05% Tween 20 in PBS were performed. DAPI was used to counterstain nuclei (1:5000 in PBS, 10 min, RT) and sections were briefly incubated with Sudan black solution to reduce autofluorescence. Lastly, tissue sections were mounted using Vectashield Vibrance (VEC-H-1700, Biozol, Germany) and imaged with an inverted LSM710 Axio Observer.Z1 confocal laser scanning microscope equipped with a Plan-Apochromat 63x/1.40 Oil DIC M27 objective and a PMT detector. Images were acquired at 2048 × 2048 pixel resolution with unidirectional scanning using two-fold frame averaging and the ZEN 2011 software (black edition, Carl Zeiss, Germany).

### Neurofilament light chain (NfL) measurement

Neurofilament light chain (NfL) levels in blood sera were quantified using the Simoa NF-light Advantage Kit (103186, Quanterix, USA). Sera were diluted 1:40 (v/v) in sample dilution buffer and measured on a Simoa HD-1 Analyzer (Quanterix) following manufacturer’s instructions. NfL serum concentration was interpolated from standard curves and mean values from duplicate measurements were plotted.

### Transcriptomics

RNA from approximately 30 mg of mouse neocortical tissue was isolated using Direct-zol RNA Microprep (R2062, Zymo Research, Germany) according to manufacturer’s instructions. Transcriptome analysis was performed at BGI (China). After cDNA library preparation, 100 bp pair-ended sequencing was performed on a DNBSEQ platform with a depth of ~ 20 million read pairs per sample. Data were aligned to the mouse genome (GRCm38.p6) and differential gene expression was analyzed using DESeq2 [28]. Gene ontology analysis was performed using clusterProfiler [60]. Meaningful and highly significantly enriched GO categories were manually selected and depicted in Fig. 6C. The full expression data is presented in Additional file 2: Table S1.

### Monoclonal antibody generation from immunized Balb/c and C57BL/6J mice

Balb/c mice were immunized with 40 µg of OVA-coupled TDP-43 peptide #7 (aa. 153–191) together with 5 nmol CpG (TIB MOLBIOL, Germany) in 200 ul PBS and an equal volume of Incomplete Freund's adjuvant (IFA; Sigma, USA). Booster injections without IFA were given 8 and 13 weeks later. C57BL/6J mice from the pilot immunization cohort (Fig. 1B/C) were treated as described before but received an additional booster injection before splenectomy. Immune spleen cells from immunized Balb/c and C57BL/6J mice vaccinated with other epitopes (see Additional file 1: Fig. S1A) were collected three days (Balb/c mice) or seven days (C57BL/6J) after the final boost for fusion with P3X63Ag8.653 myeloma cells using standard procedures. Hybridoma supernatants were screened 10 days later in a flow cytometry assay (iQue, Intellicyt, Sartorius, Germany). Briefly, recombinant TDP-43-MBP-His_6_ fusion protein was captured to 3D-Aldehyde beads (PolyAN, Germany) and incubated for 90 min with hybridoma supernatant and Atto 488-coupled isotype-specific monoclonal rat anti-mouse IgG secondary antibodies. Antibody binding was analyzed using ForeCyt software (Sartorius, Germany). Clones were further validated and selected for up-scaling by sandwich ELISA. Briefly, Nunc MaxiSorp™ flat bottom 96-well plates were coated with either N-terminal (10782-2-AP, Proteintech) or C-terminal (12892-1-AP, Proteintech) binding TDP-43 antibody overnight at 4 °C. The next day, recombinant TDP-43-MBP-His_6_ was added in serial dilution for 2 h at RT, followed by a 2 h incubation with the hybridoma supernatants at RT. As a secondary antibody, the respective HRP-conjugated isotype-specific mouse IgG antibody (Helmholtz Center Munich) was added for 1 h at RT. Between each step, plates were washed three times with PBS supplemented with 0.05% Tween 20. Plates were measured as described before (see TDP-43 antibody ELISA) and supernatants with the best signal-to-noise ratio with both N-terminal and C-terminal TDP-43 capture antibodies were selected. Hybridoma cells from selected supernatants were subcloned at least twice by limiting dilution to obtain stable monoclonal cell lines (see Additional file 1: Fig. S1A).

### Recombinant protein expression and purification

#### *TDP-43-MBP-His*_*6*_

Human TDP-43-MBP-His_6_ was purified as described before [16] from plasmid pJ4M TDP-43-TEV-MBP-His_6_ (addgene #104480) [57]. Briefly, protein expression was performed in *E. coli* BL21-DE3 Rosetta 2 induced with 0.5 mM IPTG and grown overnight at 16 °C. Bacteria were resuspended in lysis buffer (20 mM Tris pH 8.0, 1 M NaCl, 10 mM imidazole, 10% glycerol, 4 mM β-mercaptoethanol and 1 µg/ml each of aprotinin, leupeptin hemisulfate, and pepstatin A) supplemented with 0.1 mg/ml RNase A and lysed using lysozyme and sonication. Next, the protein was purified by Ni–NTA agarose (Qiagen) and eluted with lysis buffer containing 300 mM imidazole. To separate monomeric TDP-43-MBP-His_6_ from protein aggregates and contaminants, a final size exclusion chromatography (SEC) (Hiload 16/600 Superdex 200 pg, GE Healthcare) purification step was performed in purification buffer (20 mM Tris pH 8.0, 300 mM NaCl, 5% glycerol supplemented with 2 mM TCEP). The purified protein was concentrated using Amicon ultra centrifugal filters, then flash frozen, and stored at −80 °C. To determine protein concentration, absorbance at 280 nm was measured using the respective extinction coefficient (ε) predicted by the ProtParam tool. Moreover, the A260/280 ratio was determined and found to be between 0.5–0.7. Prior to use in any downstream assays assessing phase separation, TDP-43-MBP-His_6_ aliquots were centrifuged (21,000 × g for 10 min at 4 °C) to remove preexisting protein precipitates.

#### *His*_*6*_*-TEV protease*

His_6_-TEV protease expression and purification was performed as described in [20].

### Fluorescent labeling of purified TDP-43 and monoclonal antibodies

TDP-43-MBP-His_6_ was labeled with Alexa Fluor 488 C5 maleimide (Thermo Fisher) and monoclonal TDP-43 antibodies were conjugated with DyLight™ 650 NHS Ester (Thermo Fisher), both at a low (~ 0.01–0.05) labelling efficiency to not interfere with condensate formation. Following manufacturer´s instructions, TDP-43-MBP-His_6_ was mixed with the Alexa Fluor reagent in a 100:1 or 20:1 protein:fluorescent dye molar ratio and kept in the dark for 2 h at RT. Monoclonal antibodies and DyLight dye were used in a 50:1 protein:fluorescent dye molar ratio and incubated for 1 h at RT protected from light. Excess dye was removed by consecutive washes with TDP-43 purification buffer (TDP-43-MBP-His_6_) or PBS (monoclonal antibodies) using Amicon ultra centrifugal filters (Merck, Germany) and protein concentrations were determined. Labeled proteins were used for confocal microscopy, aggregation, and phase separation assays, respectively. For flow-cytometry based uptake assays, TDP-43-MBP-His_6_ was labeled with pHrodo™ iFL Green STP Ester (Thermo Fisher) at a labeling efficiency of ~ 0.7–1.0. The labeling procedure was carried out as described above with a protein:fluorescent dye molar ratio of 1:1 and an incubation step of 1 h.

### In vitro aggregation and phase separation assays

#### Aggregation assay

In 1.5 ml low binding tubes (Eppendorf), 8 µM Alexa 488-labeled TDP-43-MBP-His_6_ was mixed with 4 µM unlabeled monoclonal antibody (isotype controls or TDP-43 antibodies, respectively) in aggregation buffer (50 mM Tris pH 8.0, 150 mM NaCl, 5% glycerol, 5% sucrose, 150 mM imidazole pH 8.0) supplemented with 1 × protease inhibitor (Sigma) and incubated with 100 µg/ml His_6_-TEV protease. Samples were constantly agitated at 1000 rpm for 30 min at RT and subsequently transferred into a 384-well imaging plate (781900, Greiner Bio-One, Germany), which was tightly sealed to avoid any evaporation. Samples were incubated for 48 h at RT and imaged using a LSM710 confocal microscope with a Plan-Apochromat 10x/0.45 M27 objective. Image acquisition was performed with a two-line averaging and at a pixel resolution of 1024 × 1024 (Carl Zeiss).

#### Sedimentation assay

1 µM TDP-43-MBP-His_6_ was mixed with 0.5 µM unlabeled monoclonal antibody (isotype controls or TDP-43 antibodies, respectively) in Hepes buffer (20 mM Hepes pH 7.5, 150 mM NaCl, 1 mM DTT). To remove the MBP-His_6_ solubilization tag and trigger liquid–liquid phase separation (LLPS), 20 µg/ml His_6_-TEV protease was added. The resulting condensates were pelleted by centrifugation (21,000× *g* for 15 min at 4 °C) after 2 h of incubation at 30 °C. Afterwards, equal amounts of supernatant (S) and condensate (C) fractions were loaded onto 10% SDS-PAGE gels, transferred to Nitrocellulose membranes and TDP-43 was detected by immunoblotting using an extreme C-terminal anti-TDP-43 antibody (epitope aa. 405–414, TIP-TD-P09, Cosmo Bio, USA). Quantification of the chemiluminescence signals in each lane was performed using an Amersham ImageQuant™ 800 imaging system (Cytiva, USA) and GelAnalyzer software (version 19.1). Ratios of the supernatant (S) and the total [supernatant (S) + condensate (C)] signals are represented and statistically analyzed.

#### Microscopic condensate assay

10% Pluronics F-127 solution was used to treat uncoated µ-Slide 18 Well—Flat chambers (81821, Ibidi, Germany) for 1 h at RT. Afterwards, wells were washed five times with MilliQ water. Prior to setting up the condensate formation reaction, the buffer of the purified Alexa 488-labeled TDP-43-MBP-His_6_ preparation was exchanged to Hepes buffer (20 mM Hepes pH 7.5, 150 mM NaCl, 1 mM DTT). 7 µM Alexa 488-coupled TDP-43-MBP-His_6_ was mixed with 3.5 µM DyLight 650-labeled monoclonal antibody (isotype controls or TDP-43 antibodies, respectively) in low binding tubes and 100 µg/ml His_6_-TEV protease was added to the reaction. Samples were transferred to µ-Slide 18 Well—Flat chambers and imaged using a Zeiss LSM710 confocal microscope after 30–60 min. For confocal microscopy, a Plan-Apochromat 63x/1.40 Oil DIC M27 objective was used and images were captured with two-line averaging at 2048 × 2048 pixel resolution.

To analyze fusion events of antibody-treated and TEV protease-cleaved TDP-43, condensates were formed in 18-well ibiTreat slides (81826, Ibidi) using 20 µM of Alexa 488-labeled TDP-43-MBP-His_6_, 10 µM of unlabeled monoclonal antibodies (isotype control IgG2c, 36C5 or 36C10, respectively) and 100 µg/ml His_6_-TEV protease in Hepes buffer. After an incubation step of 10 min at RT, condensates were imaged in 5 s intervals within a time window of up to 45 min after cleavage. An inverted spinning disc microscope (Visiscope 5 Elements, Visitron Systems GmbH, Germany), built on a Nikon Ti2 stand equipped with a confocal spinning disc (CSU-W1; Yokogawa, Japan) with 50 µm pinhole diameter and a 60x/1.2 NA water immersion objective was used for acquisition. Imaging was performed using the 488 nm laser line for excitation and 525/50 bandpass filter (Chroma) for collecting the fluorescence emission. Images were captured using sCMOS camera (Prime BSI, Photometrics) and a frame of 1033 × 1033 pixels in 12-bit acquisition mode.

### TDP-43 uptake assay

SH-SY5Y cells were cultured in DMEM/F12 (1:1) medium + L-Glutamine + 15 mM Hepes (Gibco) supplemented with 10% fetal bovine serum, until they reached a confluency of ~ 80%. Cells were then harvested and seeded in a 24-well plate (5 × 10^4^ cells/well). The following day, recombinant pHrodo Green-labeled TDP-43-MBP-His_6_ was used to prepare 10 µM of aggregates during an incubation step of 2 h (see *Aggregation assay*). Subsequently, 10 µM of single mAbs (isotype controls IgG1, IgG2c, 30D3, 31E9, 36C5 or 36C10) or equivalent amounts of PBS were added individually to the TDP-43 aggregates and incubated for 30 min at RT. Afterwards, media of SH-SY5Y cells were aspirated completely and 500 μl of fresh media containing 500 nM TDP-43 aggregate/mAb mix or 500 nM monomeric TDP-43-MBP-His_6_ were added on cells for ~ 20–24 h at 37 °C and 5% CO_2_. The day after, cells were washed twice and harvested for flow cytometry analysis. Flow cytometry experiments were performed on a BD FACSVerse™ instrument (BD Biosciences, USA) and analyzed using FlowJo software (version 10.6.2, Treestar). In brief, singlets were detected using FSC-A versus FSC-H parameters. Live cells were identified as SYTOX™ Blue^−^ (negative) (Thermo Fisher) cells out of the single cell population. Lastly, the relative fluorescence of FITC in live single cells was analyzed. For each condition tested, at least 1800 live cells were recorded.

### Data visualization and statistical analysis

Experimenters were blinded to genotype during immunization study and all subsequent immunoassays in which samples were distributed randomly. Animal experiments (immunizations and blood collection) were carried out in random order. Data were visualized and statistically analyzed using R (version 3.6.1) with RStudio. Assumptions for parametric tests were assessed by Shapiro–Wilk test/Q-Q plots and Levene’s test. Longitudinal changes of body weights were analyzed by two- or three-way repeated measures ANOVA. One-way ANOVA followed by pairwise t-test with Benjamini–Hochberg correction was used as parametric test to statistically compare more than two groups. Kruskal–Wallis test and subsequent pairwise Wilcoxon Rank Sum Tests with Benjamini–Hochberg correction were used as non-parametric tests. Individual datapoints are generally displayed as scatterplots plus bar graphs [mean + standard deviation (SD)] or box plots (box indicates lower quartile, median and upper quartile, whiskers extend to the most extreme data point within 1.5 × the interquartile range of the box). *P*-values within graphs are reported as follows: * denotes *p* ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

## Results

### Immunogenicity and safety greatly vary between TDP-43 peptide epitopes

To determine which epitopes of TDP-43 induce sufficient antibody titers to slow disease progression in a TDP-43 mouse model, we selected 14 peptide antigens, collectively covering all domains and 2/3 of sequence of human TDP-43 (Fig. 1A and Additional file 1: S1A), based on predicted antigenicity. Within long, continuous, predicted antigenic stretches, we chose peptides of up to ~ 40 amino acids in length (peptide 7, 10 and 12). Apart from peptides 5, 7, 8, 11 and 12, all epitopes are fully conserved between human and mouse TDP-43. In addition, we designed peptide 15 to include phosphorylated serines 409/410 because phosphorylation at these sites is highly disease-specific [18]. To increase immunogenicity, we conjugated all peptides to ovalbumin (OVA). After three immunizations of wild-type C57BL/6J mice with the OVA conjugates, antibody responses were measured in an indirect ELISA using recombinant full-length human TDP-43. Peptides 1, 3, 10, 12, and 14 elicited the strongest antibody response, while peptides 4,6, and 13 induced the lowest antibody titers (Fig. 1C). As expected, preimmune sera did not detect TDP-43 (Additional file 1: Fig. S1B). Notably, sera from mice immunized with the C-terminal phospho-peptide did not bind to non-phosphorylated recombinant TDP-43, but strongly reacted with the cognate phospho-peptide by indirect ELISA (Fig. 1C, right panel). Immunization with all peptides was well tolerated without apparent side effects in wild-type C57BL/6J mice.

To identify therapeutically relevant epitopes, we vaccinated rNLS8 mice that develop key features of human ALS/FTD pathology, such as cytoplasmic aggregation and nuclear clearance of TDP-43 as well as progredient motor deficits upon induction of the hTDP-43ΔNLS transgene following doxycycline withdrawal [56]. Due to the large number of highly immunogenic antigens, bigenic mice (hereafter called rNLS8) were immunized with five pools of antigens (Fig. 1D): we used the two peptides with the highest antigenicity (Fig. 1C) from either the N-terminus (peptides 1 and 3), RRM1 (peptides 5 and 7), RRM2 (peptides 8 and 9) or the glycine-rich low-complexity domain (peptides 10 and 12) as well as the antigen harboring the disease-specific phosphorylation site (peptide 15). Mock-immunized bigenic animals (TDP-PBS) served as controls to evaluate therapeutic benefits. Potential side effects mediated by active immunization in a non-diseased context were monitored by treatment of monogenic control animals (not expressing the TDP-43ΔNLS transgene upon doxycycline withdrawal) with a mixture of all peptide antigens (peptides 1, 3, 5, 7, 8, 9, 10, 12, 15). Based on previous results [63], all animals were vaccinated five times prior to, and once after, transgene induction to trigger high antibody titers (Fig. 1E). All rNLS8 mice developed progressive weight loss and muscle weakness and were sacrificed 21 days after doxycycline withdrawal to facilitate direct comparison of treatment effects on pathology (see below).

In contrast to the immunization in wild-type C57BL/6J mice, combined peptides 1 + 3 caused acute lethality in rNLS8 mice with a mixed C57BL/6J × C3H/HeJ background even prior to transgene expression. Seven of the ten mice immunized with the pooled peptides 1 and 3 unexpectedly died or had to be sacrificed shortly after the second or third immunization and we thus stopped further boosting the remaining three animals (Fig. 1F, dashed line). All other peptides were equally well tolerated in the rNLS8 and control mice. To address the role of the different genetic backgrounds for the unexpected toxicity, we conducted two immunizations with the antigen pools from Fig. 1D in C57BL/6J, C3H/HeOuJ, and CD-1 mice (Additional file 1: Fig. S2A-D). The antibody titers were comparable between the three lines (Additional file 1: Fig. S2B). Surprisingly, only one of six CD-1 and none of the C3H/HeOuJ or C57BL/6J mice receiving peptides 1 + 3 developed symptoms requiring euthanization. Hence, immunization with TDP-43 peptides shows strikingly different side effects in different mouse strains, which may be attributed to a loss-of-function mutation in the Tlr4 receptor found in C3H/HeJ mice but not the otherwise genetically very similar C3H/HeOuJ line [8]. Nevertheless, our data establish several highly antigenic and potentially safe epitopes for active TDP-43 immunotherapy.

### Epitopes in the glycine-rich domain of TDP-43 induce a strong antibody response

Next, we analyzed the antibody response in immunized rNLS8 mice by ELISA, immunofluorescence and immunoblots. Using an ELISA against recombinant full-length TDP-43, dilution series of pooled sera from five-times immunized animals revealed the strongest immune response in mice vaccinated with peptides 10 + 12. The three surviving mice from the TDP1 + 3 group had a similarly strong response, although they only received one, two or three immunizations (Fig. 2A, left panel). Peptide pools 5 + 7 and 8 + 9, which targeted RRM1 and RRM2, respectively, induced weaker antibody responses. Antisera from animals immunized with the phospho-peptide (TDP15) did not detect unphosphorylated TDP-43 expressed in *E. coli* (Fig. 2A, left panel), but strongly reacted with the cognate phospho-peptide (Fig. 2A, right panel). Antisera from monogenic control mice receiving the antigen mix including the phospho-peptide (#15) also detected the phospho-peptide by ELISA, albeit at a lower level.

**Fig. 2:**
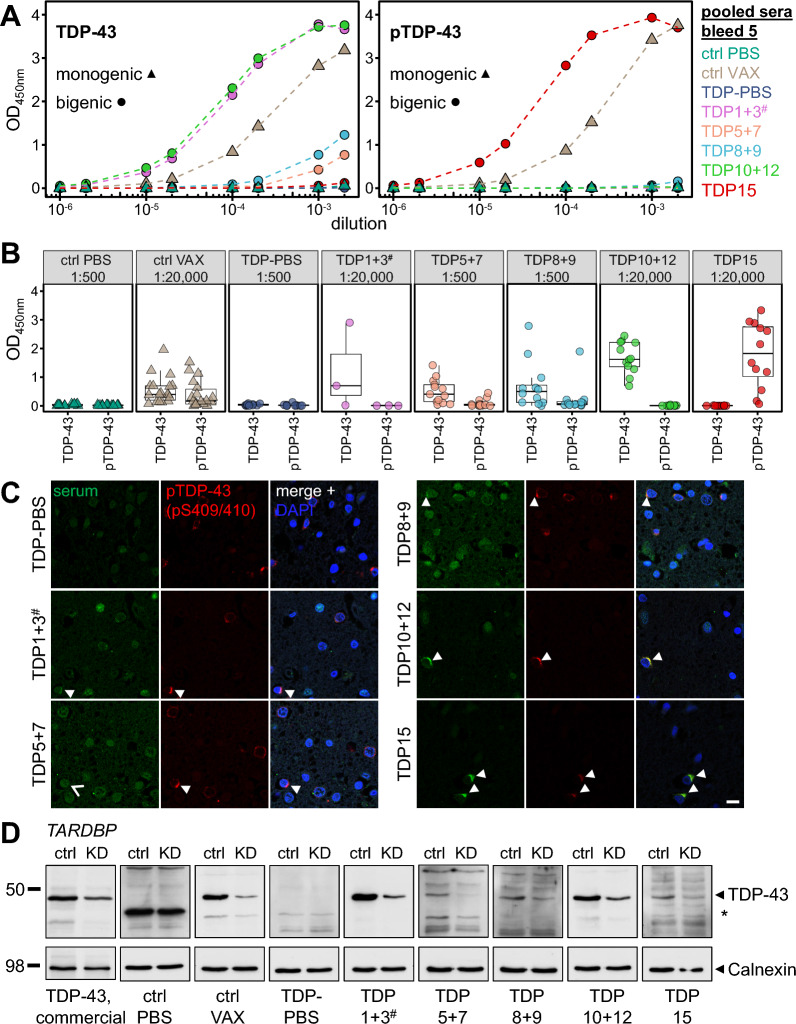
C-terminal TDP-43 peptides elicit high-titer antibodies detecting patient TDP-43 aggregates. TDP-43-specific antibody responses in sera from mice receiving five immunizations (expect TDP1 + 3 with 1–3 immunizations) were analyzed by ELISA, immunofluorescence stainings, and immunoblot. **A** A dilution series of pooled sera was analyzed by ELISA against recombinant full-length TDP-43 (left panel) or pTDP-43 peptide (pS409/410, right panel). Background-corrected mean OD450 was measured in duplicates. Triangular shapes indicate monogenic animals, circles represent rNLS8 mice (labeling consistent throughout the following figures). **B** Antibody response in antisera from individual mice was measured as in (**A**) in single dilutions (1:500 or 1:20,000) to analyze inter-animal variability. Control (ctrl) PBS n = 17, ctrl VAX n = 18, TDP-PBS n = 10, TDP1 + 3 n = 3, TDP5 + 7 n = 13, TDP8 + 9 n = 13, TDP10 + 12 n = 12, and TDP15 n = 12. Note that the number of immunizations in TDP1 + 3 animals (1, 2 or 3) correlates with the resulting titer. **C** Double immunofluorescence stainings of pooled antisera and phosphorylated TDP-43 (pS409/410) were performed on frontal cortex sections of a sporadic FTLD case. Representative images are shown. Arrowheads indicate strong (TDP10 + 12, TDP15) or weak (TDP1 + 3, TDP8 + 9) labeling of pTDP-43 inclusions with antisera. TDP5 + 7 antiserum failed to detect pTDP-43-positive inclusions (open arrowhead). Images from a healthy control are shown in Fig. S3A. Scale bar = 10 µm. **D** Immunoblotting of HEK293 cell lysates of doxycycline-inducible *TARDBP* knockdown (KD) and control (ctrl) using a commercial TDP-43 antibody (left lane) or pooled antisera. Asterisk denotes a prominent non-specific band detected with the ctrl PBS serum. Calnexin was used as a loading control

Due to the lack of dilutional linearity in the ELISA, we compared the antibody response of individual animals within each group using a fixed dilution of the antisera. As in the pooled analysis (Fig. 2A), the antibody response was most robust in the TDP10 + 12 and TDP15 animals (Fig. 2B). Of note, the three doses of peptides 1 + 3 were highly immunogenic in the surviving animal consistent with results in three inbred mouse strains (Additional file 1: Fig. S2B). To analyze the kinetics of the antibody response, we compared the antibody response for pooled sera from all groups over time (Additional file 1: Fig. S2E). In contrast to our anti-GA immunization [63], anti-TDP-43 titers plateaued already two weeks after the second immunization, suggesting that preselecting highly immunogenic epitopes within TDP-43 strongly accelerated the response.

We next asked whether the antisera could detect disease-associated TDP-43 inclusions in human patient sections. Indeed, antisera of TDP10 + 12 and TDP15 mice strongly stained the characteristic cytoplasmic pTDP-43-positive inclusions in brain sections of an FTLD patient which are absent in a healthy control, with TDP15 antisera showing almost no affinity for nuclear TDP-43 compared to TDP10 + 12 (Fig. 2C, Additional file 1: S3A). TDP1 + 3 and, to a lesser extent, TDP8 + 9 antisera still detected some pTDP-43 inclusions as well as nuclear TDP-43. At the same dilution, antisera from TDP5 + 7 immunized animals failed to stain cytoplasmic aggregates. Co-staining of human tissue with commercial pan-TDP-43 antibody further confirmed specificity of the antisera (Additional file 1: Fig. S3B).

To test whether the strong ELISA and immunofluorescence signal depend on the native TDP-43 conformation and to rule out poor accessibility of the certain epitopes in native TDP-43, we validated the specificity of antisera using denatured TDP-43 in cellular lysates of a CRISPR interference (CRISPRi) mediated inducible *TARDBP* knockdown in stably transfected HEK293 cells. Pooled antisera specifically detected a ~ 43 kDa band of endogenous human TDP-43 that was reduced upon doxycycline-induced knockdown of *TARDBP* transcription (Fig. 2D). As expected, the TDP15 antisera showed a very low signal in the absence of pathological TDP-43 phosphorylation in HEK293 cells. Consistent with the ELISA data, TDP1 + 3 and TDP10 + 12 antisera showed the strongest signals and were highly TDP-43-specific.

Taken together, antigens derived from the glycine-rich domain (peptides 10 + 12 and 15) reliably induced high-titer antibodies and detected disease-associated cytoplasmic TDP-43 inclusions.

### Immunization with the C-terminal pS409/410 epitope reduces NfL levels in rNLS8 mice without slowing the rapid body weight loss

Since disease-relevant phenotypes progress rapidly in aged rNLS8 mice [51], we sacrificed all mice 21 days after transgene induction, when the first animals reached humane endpoint criteria (mostly weight loss), allowing us to compare the pathology and progression at a fixed time point (Fig. 1E). As body weight loss is a cardinal symptom of ALS patients and the rNLS8 mouse model [56], we monitored body weight of all immunized mice to assess the efficacy and potential adverse effects of the immunization (Fig. 3A). While there was no significant effect of vaccination on body weight prior to transgene expression, all rNLS8 mice lost weight ~ 14 days after transgene induction regardless of the immunization regimen (Fig. 3A/B).

**Fig. 3:**
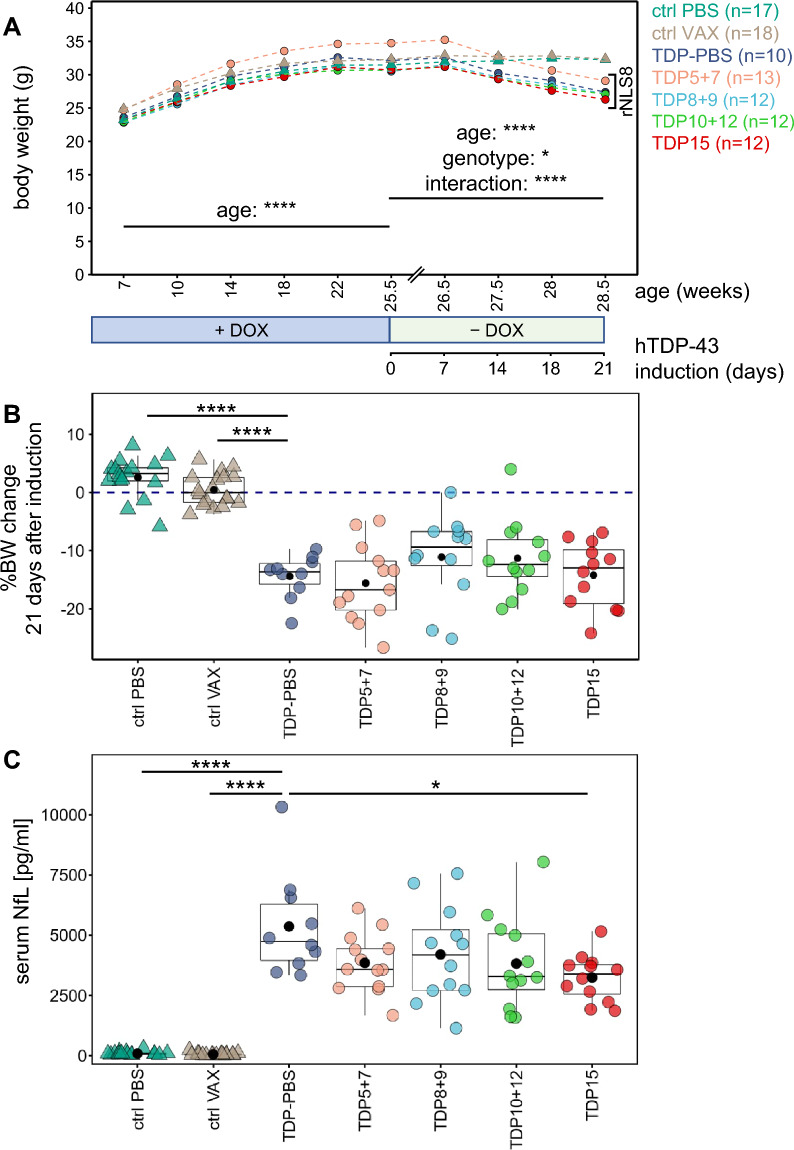
TDP-43 active immunization does not prevent weight loss, but the pTDP-43 antigen moderately lowers NfL. Body weight and NfL levels were analyzed in immunized control and rNLS8 mice. **A** Development of body weight in control and rNLS8 mice before and after transgene induction using doxycycline withdrawal. Mean values are plotted group-wise, *n* as indicated. The longitudinal effects of treatment (peptide immunization vs. no immunization), genotype (control vs. rNLS8), age as well as their interactions were analyzed using a three-way repeated measures ANOVA. On doxycycline chow, only age had a statistically significant effect on the body weight (*p* = 1.99*10^–102^), but not the treatment (*p* = 0.74). After transgene induction, genotype (*p* = 0.018), age (*p* = 2.34*10^–26^), and their interaction (*p* = 2.20*10^–26^), but not treatment (*p* = 0.901), had a statistically significant effect on the body weight. **B** Comparison of the percentage body weight (BW) loss from transgene induction (25.5 weeks of age) to end-stage (28.5 weeks of age) against the TDP-PBS group using pairwise t-test with Benjamini–Hochberg correction revealed a statistically significant difference for both monogenic groups (ctrl PBS vs. TDP-PBS: *p* = 1.47*10^–11^, ctrl VAX vs. TDP-PBS: *p* = 6.38*10^–10^) only. Group means are indicated as black dots. **C** Neurofilament light chain (NfL) levels in the serum of end-stage mice were quantified using the Simoa® platform. Comparisons against TDP-PBS mice using pairwise Wilcoxon test with Benjamini–Hochberg correction revealed a statistically significant difference in NfL levels for ctrl PBS (*p* = 8.3*10^–7^), ctrl VAX (*p* = 8.3*10^–7^), and TDP15 immunized mice (*p* = 0.013). Mean values are indicated as black dots

Neurofilament levels in blood and CSF are emerging as a powerful biomarker for detecting neuroaxonal damage in mouse models and patients affected by ALS [22]. Thus, we measured neurofilament light chain (NfL) levels in serum collected from mice at the time of sacrifice (bleed 6). We found that serum NfL was strongly elevated in rNLS8 mice compared to the monogenic controls (Fig. 3C). Interestingly, immunization with the highly immunogenic peptide 15 significantly reduced serum NfL in rNLS8 mice compared to the TDP-PBS control, suggesting that targeting the disease-specific phospho-epitope by active immunization might have beneficial effects on TDP-43-mediated disease progression.

### None of the peptide antigens reduces pTDP-43 pathology or gliosis in immunized mice

To further investigate the potential benefits of TDP-43 peptide vaccination in rNLS8 mice, we analyzed disease-associated pS409/410 TDP-43 levels and neuroinflammation in treated animals. Using a previously established immunoassay, we quantified pTDP-43 in the cerebral cortex (Fig. 4A). This assay showed a significant accumulation of pTDP-43 in the rNLS8 mice compared to controls. As expected, pTDP-43 was strongly enriched in the urea-soluble fraction compared to the RIPA-soluble fraction. However, pTDP-43 levels did not differ between the rNLS8 groups, indicating that even high antibody titers in serum cannot prevent brain pTDP-43 accumulation in rNLS8 mice.

**Fig. 4:**
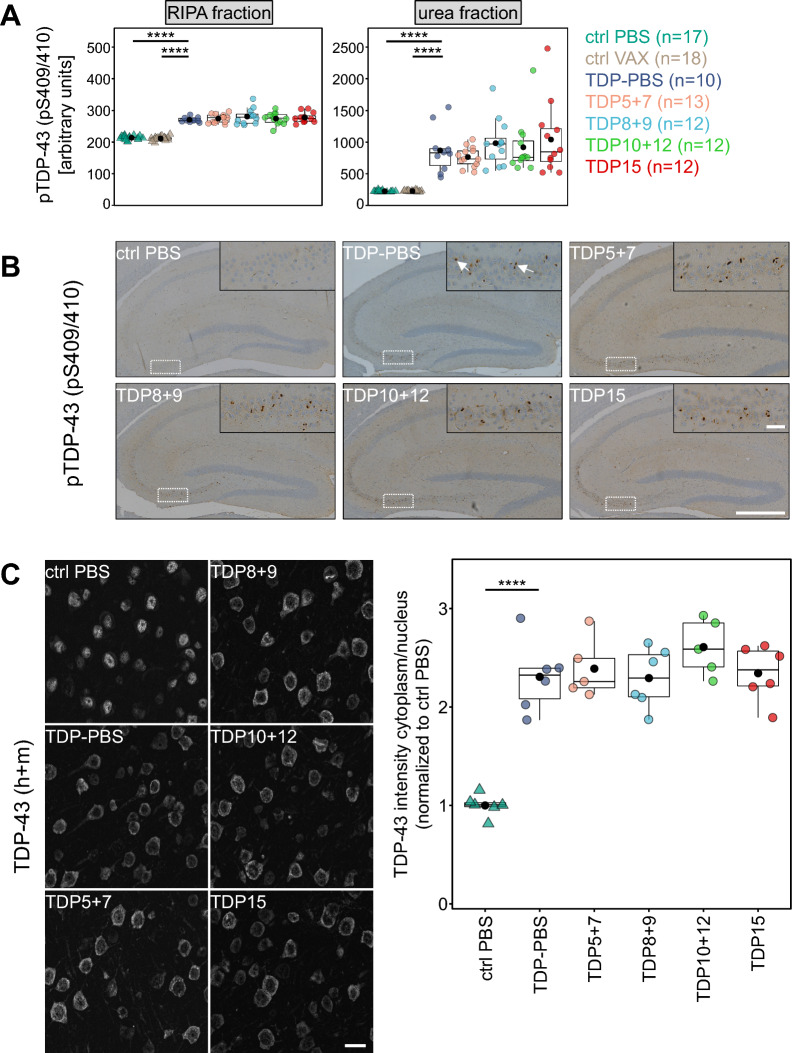
Active immunization does not affect pTDP-43 levels and TDP-43 cytoplasmic-to-nuclear distribution in rNLS8 mice. Cerebral TDP-43 pathology was analyzed by ELISA, immunohistochemistry, and immunofluorescence stainings in vaccinated rNLS8 mice. **A** Phospho-TDP-43 (pS409/410) levels were measured in RIPA and urea fractions from neocortex. Only monogenic animals showed statistically significant differences in RIPA lysates (ctrl PBS: *p* = 7.63*10^–5^, ctrl VAX: *p* = 7.63*10^–5^) and urea lysates (ctrl PBS: *p* = 7.70*10^–5^, ctrl VAX: *p* = 7.70*10^–5^) when compared to TDP-PBS group by pairwise Wilcoxon test with Benjamini–Hochberg correction. Mean values are plotted as black dots. **B** Immunohistochemical staining in the hippocampal region using an antibody against pS409/410 TDP-43. Representative images for each group are shown. Magnified insets are displayed on the top right corner and their position in the overview is depicted by dashed rectangles. Arrows in the inset denote characteristic pTDP-43 inclusions in the CA3 region. Scale bar overview = 500 µm, scale bar inset = 50 µm. C: Immunofluorescence staining of total TDP-43 (human + mouse) in the frontal neocortex. Representative images for each group are depicted in the left panel (Scale bar = 20 µm). Note that control PBS images were taken at a higher gain to compensate for the lower levels of endogenous TDP-43. Right panel shows quantification of the ratios of the cytoplasmic-to-nuclear TDP-43 intensities (after normalization to the ctrl PBS group). Mean values are plotted as black dots. Pairwise t-test with Benjamini–Hochberg correction indicated a statistically significant difference between monogenic ctrl PBS and bigenic TDP-PBS animals (*p* = 3.32*10^–5^). Control (ctrl) PBS n = 6, TDP-PBS n = 6, TDP5 + 7 n = 5, TDP8 + 9 n = 6, TDP10 + 12 n = 5, and TDP15 n = 6

These findings were confirmed by pTDP-43 immunohistochemistry, which visualized characteristic pTDP-43 inclusions in the CA3 area of the hippocampus, which is like the neocortex considerably affected by TDP-43 pathology three weeks after transgene induction (Fig. 4B, arrows). In addition, we analyzed subcellular TDP-43 distribution to complement the pTDP-43 data. Immunofluorescence stainings using a pan-TDP-43 antibody (detecting both human and mouse TDP-43) revealed pronounced cytoplasmic TDP-43 signal in bigenic animals compared to a predominant nuclear localization of endogenous TDP-43 in monogenic mice (Fig. 4C). The ratio of cytoplasmic-to-nuclear TDP-43 was not affected in any of the treatment groups.

Moreover, GFAP and Iba1 immunofluorescence revealed widespread early microgliosis (Fig. 5A) and astrogliosis in rNLS8 mice compared to controls (Fig. 5B). However, immunization with neither of the antigens markedly affected astrocyte or microglia activation as indicated by their comparable abundance and cellular morphology.

**Fig. 5:**
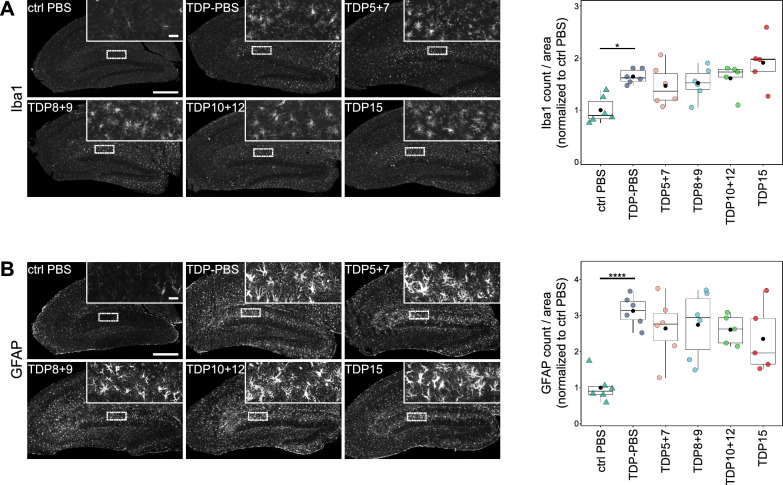
Profound micro- and astrogliosis in the rNLS8 model are unchanged upon vaccination with TDP-43 peptides. Using an automated staining and analysis pipeline, microglia (Iba1) and astrocyte (GFAP) signals were quantified in hippocampal regions. Representative immunofluorescence images of Iba1 (**A**) or GFAP (**B**)-stained hippocampal regions. Magnified insets are shown on the top right corner and their position in the overview is indicated by dashed rectangles. Scale bar overview = 500 µm, scale bar inset = 50 µm. Right panels show automated quantification of the Iba1 (**A**) and GFAP (**B**) cell count per area, followed by normalization to the ctrl PBS group. Mean values are plotted as black dots. Pairwise Wilcoxon test with Benjamini–Hochberg correction revealed an increased Iba1 count in the TDP-PBS group when compared to ctrl PBS animals (*p* = 0.011). GFAP counts were analyzed using pairwise t-test with Benjamini–Hochberg correction and were statistically different between TDP-PBS and ctrl PBS mice (*p* = 2.04*10^–5^). None of the vaccinated groups are significantly different from TDP-PBS. Control (ctrl) PBS n = 6, TDP-PBS n = 6, TDP5 + 7 n = 6, TDP8 + 9 n = 6, TDP10 + 12 n = 5, and TDP15 n = 5

### Immunization against C-terminal epitopes slightly rescues the gene expression changes in rNLS8 mice

To identify functional correlates of reduced NfL levels in TDP15 mice, we investigated neocortical gene expression profiles using RNAseq. 

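RNA was isolated from about 30 mg of neocortex per mouse and sequenced by the authors as 100 bp paired-end reads, at a stated depth of about 20000000 read pairs per sample. The bigenic rNLS8 mice express human TDP-43 without its nuclear localization signal once doxycycline is withdrawn, and their monogenic littermates do not. Doxycycline was withdrawn at 25.5 weeks of age and tissue was taken 21 days later. The mice had received 5 immunizations before and 1 after this induction, with 40 µg of antigen or with PBS. RNAseq covered 17 monogenic mice that received PBS (ctrl PBS, 10 females and 7 males) and 10 rNLS8 mice that received PBS (TDP-PBS, 4 females and 6 males). It also covered 10 rNLS8 mice immunized with peptides 10 and 12 (TDP10 + 12, 6 females and 4 males) and 12 rNLS8 mice immunized with peptide 15 (TDP15, 5 females and 7 males). For some other assays the paper gives n = 12 in TDP10 + 12, and its text does not say why the counts cover 10. The authors aligned the reads to the mouse genome (GRCm38.p6) and deposited the raw counts per gene and mouse, without normalization. The paper's text does not name the aligner, the counting tool, the annotation or the strand setting. Total counts were 19088734 to 20866314 per mouse in ctrl PBS (median 20187288), 18346385 to 21033608 in TDP-PBS (median 19684870), 18970484 to 20579670 in TDP10 + 12 (median 19943010) and 17775738 to 20557811 in TDP15 (median 19959501). Every value rests on these counts and not on the stated number of read pairs. The mean totals of the 4 groups differed by at most 346347 counts (two-sided permutation test, p = 0.494). A floor of 3 counts corresponds to a CPM value (counts relative to the library total, as edgeR's cpm function gives them) of 0.143 to 0.169, depending on the mouse. Neither the labels nor the paper's text name a sequencing batch.

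Of the 45252 genes in the table, which lists them by symbol, 6073 had no count in any mouse. The 18220 genes that passed edgeR's filter on low counts (filterByExpr by group) were tested. Counts were scaled with edgeR's TMM factors, which lay between 0.929 and 1.06, and CPM are given on this scale. The 4 groups were fitted together with edgeR's quasi-likelihood test, two-sided and with Benjamini-Hochberg adjustment, and genes with an adjusted p-value under 0.05 are called changed. The labelled sexes were checked first. Xist lay between 275 and 602 CPM in the 25 mice labelled female and did not exceed 7.68 CPM in the 24 labelled male. The Y-linked Ddx3y had at most 3 counts in the females and at least 299 counts in the males. Tardbp, the mouse gene for TDP-43 (chromosome 4 of GRCm38.p6, 148612382 to 148627084), had 146 ± 9.26 CPM (SD, n = 17) in ctrl PBS and 118 ± 14.0 CPM (SD, n = 10) in TDP-PBS. Its log2 fold change was −0.30 (standard error 0.05, adjusted p = 1.54e-06 from edgeR's quasi-likelihood test), and 14 of the 32 rNLS8 mice lay below every ctrl PBS mouse. The paper's text does not say whether reads of the human transgene were counted on this gene.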

To this end, we analyzed all PBS-treated controls (ctrl PBS) and rNLS8 mice (TDP-PBS) as well as all rNLS8 animals vaccinated with promising peptides from the C-terminal domain (TDP10 + 12 and TDP15). Transgene induction in rNLS8 mice dramatically altered the transcriptome, dominated by a strong inflammatory signature, which is in line with our immunofluorescence stainings of GFAP and Iba1 (Fig. 5). 

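Against ctrl PBS, 7928 of the 18220 genes tested were changed in TDP-PBS (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3996 of them higher and 3932 lower. An absolute log2 fold change over 1 was reached by 491 of them, 349 higher and 142 lower. At an unadjusted p-value under 0.05 there were 9100 genes, where chance gives 911. Among 9 alternative settings, a filter of at least 10 counts in every mouse moved the number of changed genes most, to 7313. The number with an absolute log2 fold change over 1 depended more on the setting. It was 198 with this filter, 771 with DESeq2 and 1249 with no filter on low counts.

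Gfap, which encodes the astrocyte protein GFAP (chromosome 11, 102887336 to 102897200), rose from 122.5 ± 27.0 CPM (SD, n = 17) in ctrl PBS to 381 ± 111 CPM (SD, n = 10) in TDP-PBS. The log2 fold change was 1.64 (standard error 0.18, adjusted p = 9.88e-11 from edgeR's quasi-likelihood test), and 10 of 10 TDP-PBS mice lay above every ctrl PBS mouse. In TDP10 + 12 Gfap had 382 ± 269 CPM (SD, n = 10), a spread that rests on 1 mouse at 1132 CPM, and in TDP15 364.7 ± 113 CPM (SD, n = 12). Aif1, which encodes Iba1 (chromosome 17, 35170986 to 35176083), had 12.0 ± 2.77 CPM (SD, n = 17) in ctrl PBS and 14.8 ± 2.88 CPM (SD, n = 10) in TDP-PBS. Its log2 fold change of 0.29 (standard error 0.12) did not pass the threshold (adjusted p = 0.0514 from the same edgeR test), and 1 of 10 TDP-PBS mice lay above every ctrl PBS mouse. Over the 9 alternatives the adjusted p-value of Aif1 lay between 0.0386 and 0.0816. It passed in 3 of them, with upper-quartile normalization, with at least 10 counts in every mouse and with only the 2 groups compared in the fit.

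Apart from a group of chemokines and Cst7, the largest increases in TDP-PBS were those of Clec7a, Ifi204, Itgax, Ifi211, Ifi27l2a and Mx1, with log2 fold changes between 3.53 and 3.88. Ifi204 and Ifi211 belong to a family of near-identical copies, so their counts are uncertain. The 10 largest decreases, from −3.50 for Ms4a15 to −2.13 for Gm36543, included Eomes, Omp and Gh. Under limma-voom and under DESeq2, Ms4a15, Eomes, Omp and Gh did not pass the threshold, and the sign of Gh reversed under limma-voom. Adamts19, Scgn and Frmd7, also among the 10, each missed the threshold in 1 alternative.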

The data correspond well to the previously reported signature of isolated early- and late-stage rNLS8 microglia (Additional file 1: Fig. S4A) [19]. 

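In TDP10 + 12, 7442 of the 18220 genes tested differed from ctrl PBS (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3798 higher and 3644 lower. In TDP15 the number was 8539, with 4309 higher and 4230 lower. With an absolute log2 fold change over 1, there were 440 changed genes in TDP10 + 12 and 520 in TDP15. A set of 5982 genes was changed in all 3 rNLS8 groups, each of them in the same direction throughout. TDP-PBS shared 6315 changed genes with TDP10 + 12 and 6962 with TDP15.

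Log2 fold changes against ctrl PBS were then compared across genes, over those changed in at least 1 of the 2 groups. Pearson's r was 0.944 between TDP-PBS and TDP10 + 12 (9055 genes) and 0.963 between TDP-PBS and TDP15 (9505 genes). Between the 2 immunized groups it was 0.946 (9482 genes). Over all 18220 genes tested, r was 0.900, 0.928 and 0.905 for the same 3 pairs. The slope was 0.885 for TDP10 + 12 on TDP-PBS and 0.992 for TDP15 on TDP-PBS. Genes are not independent replicates and each comparison uses the same 17 ctrl PBS mice, so no p-value is given for these relations.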

Vaccinated and PBS-treated rNLS8 mice showed an overall similar gene expression pattern when compared to control littermates (Fig. 6A). 

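Ranked by log2 fold change among the changed genes, the first 4 places in each rNLS8 group were held by 3 chemokine genes and the gene of the cysteine protease inhibitor cystatin F. Cxcl10 (chromosome 5, 92346638 to 92348889) had 0.134 ± 0.153 CPM (SD, n = 17) in ctrl PBS, 7.08 ± 3.73 (n = 10) in TDP-PBS, 5.09 ± 2.36 (n = 10) in TDP10 + 12 and 7.76 ± 6.95 (n = 12) in TDP15. Its log2 fold change against ctrl PBS was 5.66 in TDP-PBS (standard error 0.42, adjusted p = 3.34e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 5.19 in TDP10 + 12 and 5.79 in TDP15. Cst7 (chromosome 2, 150570415 to 150578944) had 0.0761 ± 0.0913 CPM (SD, n = 17) in ctrl PBS and 3.39 ± 1.90 CPM (SD, n = 10) in TDP-PBS, with log2 fold changes of 5.37 (standard error 0.40), 5.06 and 5.41 in the 3 rNLS8 groups. Ccl5 (chromosome 11, 83525778 to 83530518) had 0.11 ± 0.124 CPM (SD, n = 17) in ctrl PBS and 4.39 ± 2.49 CPM (SD, n = 10) in TDP-PBS, with log2 fold changes of 5.25 (standard error 0.39), 5.04 and 5.47. For these 3 genes, 32 of 32 rNLS8 mice lay above every ctrl PBS mouse.

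Ccl4 (chromosome 11, 83648624 to 83664683) had at most 3 counts in any ctrl PBS mouse, which is the floor. Against this floor it was at least 4.64-fold higher in TDP-PBS, at least 4.12-fold higher in TDP10 + 12 and at least 5.42-fold higher in TDP15, and 30 of 32 rNLS8 mice lay above every ctrl PBS mouse. The annotated span of Ccl4 overlaps that of Ccl3, so reads in the overlap are uncertain. With DESeq2, whose ranking also includes genes below edgeR's filter, the 4 genes took the ranks 1 to 4 in TDP-PBS, 2 to 6 in TDP10 + 12 and 1 to 5 in TDP15.

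**Figure D1:**
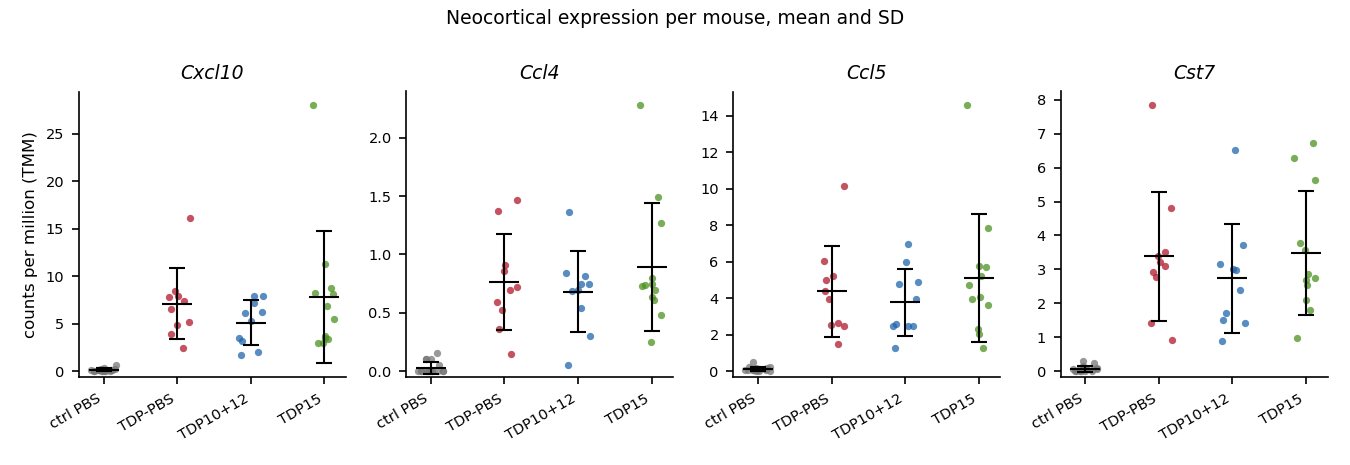
CPM values (TMM scale, y axis) of Cxcl10, Ccl4, Ccl5 and Cst7 in each mouse, by group (x axis). Each point is 1 mouse and bars give the mean and SD, with 17 ctrl PBS, 10 TDP-PBS, 10 TDP10 + 12 and 12 TDP15 mice. The rNLS8 mice lie above every ctrl PBS mouse for all genes but Ccl4, where 30 of 32 do.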

Top upregulated genes in rNLS8 mice included *Cxcl10*, *Ccl4*, *Ccl5,* and *Cst7*. Principal component analysis clearly separated controls from all rNLS8 groups but showed no clustering among the rNLS8 treatment groups (Fig. 6B). 

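The components were computed from variance-stabilized counts (DESeq2's vst) of the 500 genes with the highest variance across the 49 mice. The first component held 30.2% of the variance (jackknife standard error over mice 3.0) and the second 16.2% (standard error 2.0). On the first component, rNLS8 mice differed from ctrl PBS mice by a mean of −16.06 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest these can give). There, 32 of 32 rNLS8 mice lay beyond the range of the 17 ctrl PBS mice. Group means on the first component were 10.49 ± 2.60 (SD, n = 17) for ctrl PBS, −6.14 ± 2.63 (SD, n = 10) for TDP-PBS, −4.16 ± 3.37 (SD, n = 10) for TDP10 + 12 and −6.28 ± 4.50 (SD, n = 12) for TDP15.

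Among the 32 rNLS8 mice, antigen group accounted for 7.05% of the variance of the first component (permutation test, p = 0.359, adjusted p = 0.479 over the 4 tests of antigen group and sex) and for 3.25% of the second (p = 0.617, adjusted p = 0.617). The setting that moved the first component most was edgeR's log2 CPM with a prior count of 2 in place of vst. It gave a share of 24.2%, and 24 of 32 rNLS8 mice then lay beyond the ctrl PBS range on this component. With log2 CPM, genotype accounted for 33.7% of the variance of the first component and 54.2% of the second. On the second, 28 of 32 rNLS8 mice lay beyond the ctrl PBS range.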

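Table S2 names, under its gene ontology terms, genes that the paper found raised in ALS spinal cord, and these were looked up in TDP-PBS against ctrl PBS. The patient data themselves were not analysed here. Table S2 counts 153 genes as raised in ALS spinal cord, either only there or in both conditions. It names 116 of them under its terms, and 65 of these were tested. The list is therefore limited to genes of the terms that Table S2 gives. Of the 65, 45 were higher and 5 lower in TDP-PBS (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and their median log2 fold change was 0.62. Among all genes tested, 21.9% were higher. A competitive gene set test (limma's camera on voom values, preset inter-gene correlation of 0.01) gave p = 2.57e-09 for the list, or 5.14e-09 adjusted over the 4 lists tested. With the correlation estimated from the data (0.155), p was 0.0255, or 0.051 adjusted over the lists.

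The list includes 19 genes that the paper counts as raised in both conditions from its own calls on these mice. Without them 46 genes were tested, of which 26 were higher and 5 lower, with a median of 0.42 and a camera p of 0.000442. That value became 0.0721 with the estimated correlation. The genes left out were chosen by the paper for their rise in these mice, so the lower values of the 46 follow in part from that choice. Of 66 genes counted as lowered in ALS spinal cord, Table S2 names 35 under its terms. Of these, 18 were tested, with 1 higher, 2 lower, a median of −0.08 and a camera p of 0.597.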

Comparison to the TargetALS RNAseq dataset from ALS spinal cord and motor cortex revealed shared differentially expressed genes, although the overlap is modest (Fig. 6A/C, Additional file 1: Fig. S4B). Gene ontology analysis indicated that many pathways induced in ALS spinal cords are also upregulated in rNLS8 mice, including IL-1β, TNF-α and NFκB signaling (Fig. 6C). 

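For the terms drawn in Fig. 6C, the genes that Table S2 lists for rNLS8 mice were taken and their log2 fold changes in TDP-PBS against ctrl PBS were read from the fit of all 49 mice. Under interleukin-1 beta production, 5 of 5 listed genes were tested and 5 were higher, with a median log2 fold change of 2.06, from 1.22 for Tlr4 to 3.09 for Ccl3. Under tumor necrosis factor production, 18 of 19 listed genes were tested and 18 were higher, with a median of 1.77, the lowest value, 1.01, for Cyba and the highest for Ccl4. Under I-kappaB kinase/NF-kappaB signaling, 13 of 13 listed genes were tested and 13 were higher, with a median of 1.38, from 1.04 for Tlr9 to 2.94 for Tnf. The medians of the same genes were 1.87, 1.49 and 1.25 in TDP10 + 12 and 2.33, 1.84 and 1.51 in TDP15. Table S2 also lists genes raised in both conditions under some of these terms. Of them, 2 were tested for interleukin-1 beta production (Pycard and Tyrobp, median 1.04) and 4 for tumor necrosis factor production (median 1.10). The listed genes are the paper's own calls on these mice, so their direction here shows no stability. Enrichment itself was not recomputed.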

The rNLS8 model displayed a stronger enrichment of interferon-related genes (Fig. 6C). 

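Under response to virus, 36 of the 37 genes that Table S2 lists for rNLS8 mice were tested and 36 were higher in TDP-PBS than in ctrl PBS. Their median log2 fold change was 2.10, from 1.04 for Tlr9 to 5.25 for Ccl5. For response to interferon-gamma, 24 of 25 listed genes were tested and 24 were higher, with a median of 1.57 and the lowest value, 1.07, for Slc11a1. For positive regulation of type I interferon production, the figures were 13 of 13, with a median of 1.83 and the highest value, 3.41, for Isg15. In TDP10 + 12 the medians of these 3 terms were 1.97, 1.45 and 1.50, and in TDP15 2.24, 1.70 and 1.99. Against TDP-PBS the medians were −0.29, −0.18 and −0.29 in TDP10 + 12 and 0.14, 0.10 and 0.11 in TDP15, and 0 of the listed genes reached an unadjusted p-value under 0.05 in either group. The listed genes are the paper's own calls on these mice at an absolute log2 fold change over 1. Their direction and smallest size against ctrl PBS were therefore given in advance. They were chosen for high values in TDP-PBS, so negative medians against TDP-PBS may follow in part from that choice. None of these terms has genes listed as raised in both conditions, and ALS spinal cord was not analysed here.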

The top concordant hits between rNLS8 neocortex and ALS spinal cord are inflammation-related (Fig. 6C and Additional file 1: S4B). 

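All 19 tested genes that Table S2 lists as raised in both conditions were higher in TDP-PBS than in ctrl PBS, with log2 fold changes from 1.01 for Tyrobp to 1.90 for Lgals3 and a median of 1.14. The paper chose them for a rise in these same mice, so their direction and smallest size were given in advance. Lgals3, which encodes galectin-3 (chromosome 14, 47373860 to 47386167), rose from 0.567 ± 0.261 CPM (SD, n = 17) to 2.13 ± 0.535 CPM (SD, n = 10). Its log2 fold change had a standard error of 0.23 (adjusted p = 1.30e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 9 of 10 TDP-PBS mice lay above every ctrl PBS mouse. Tyrobp, an adaptor of myeloid cell receptors (chromosome 7, 30413782 to 30417582), rose from 6.98 ± 0.725 CPM to 14.0 ± 2.82 CPM, with a standard error of 0.11 on the log2 scale, and 10 of 10 TDP-PBS mice lay above every ctrl PBS mouse. Siglec1 and St14 followed Lgals3, with log2 fold changes of 1.89 and 1.84, and Cd48 and Apoc1 stood next to Tyrobp, with 1.05 and 1.06.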

No individual gene was differentially expressed in TDP10 + 12 or TDP15 immunized rNLS8 animals compared to the PBS-treated rNLS8 animals after multiple testing correction. However, comparing the log-fold changes between vaccinated and control rNLS8 animals (TDP10 + 12 vs. TDP-PBS and TDP15 vs. TDP-PBS) to transgene induced changes (TDP-PBS vs. ctrl PBS) (Fig. 6D) revealed a significant inverse correlation, which was more pronounced for the animals immunized with peptides 10 + 12. This indicates a trend for a slight overall rescue of transcriptional alterations in immunized rNLS8 mice.

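Against TDP-PBS, 0 of the 18220 genes tested were changed in TDP10 + 12 and 0 in TDP15 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p-value under 0.05 there were 953 genes in TDP10 + 12 and 552 in TDP15, where chance gives 911. The smallest adjusted p-values were 0.380 and 1.00. The genes with the smallest p-values in TDP10 + 12 were Wnt7b (log2 fold change 0.37), Ppl (0.73) and Timp2 (0.31). TDP10 + 12 was also compared with TDP15, which the paper does not test. Again 0 genes were changed, 1244 reached an unadjusted p-value under 0.05, and the smallest adjusted p-value was 0.252. The smallest unadjusted p-values were those of Nos1, Timp2 and Slc38a10.

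For TDP15 against TDP-PBS, all 9 alternative settings gave 0 genes. For TDP10 + 12 against TDP-PBS, 7 of 9 did. Without a filter on low counts, Slc6a5 was called, a gene with 899 counts in 1 mouse and a mean of 5.18 ± 13.9 CPM (SD, n = 10) in TDP10 + 12. With limma-voom, Sertm1 was called with a log2 fold change of 0.64 and Timp2 with 0.36, at adjusted p-values of 0.00821 and 0.0156. Over the 9 alternatives the adjusted p-value of Timp2 in this comparison lay between 0.0156 and 0.923. Timp2 had 299.5 ± 49.4 CPM (SD, n = 10) in TDP-PBS and 370.1 ± 32.6 CPM (SD, n = 10) in TDP10 + 12, and 385 ± 46.0 CPM (SD, n = 17) in ctrl PBS.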

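Pearson's r was computed across the 7928 genes changed in TDP-PBS against ctrl PBS, between the log2 fold change of that comparison and the log2 fold change of each immunized group against TDP-PBS. For TDP10 + 12 r was −0.486 (jackknife standard error over mice 0.125), with a regression slope of −0.136 (standard error 0.0461), and 67.2% of the genes changed in opposite directions. For TDP15 r was −0.135 (standard error 0.245), with a slope of −0.0310 (standard error 0.0599), and 53.2% of the genes changed in opposite directions. Spearman's rho was −0.420 and −0.0703. Genes are not independent replicates, so the error is taken over mice, and no p-value across genes is given. Leaving out each of the 49 mice in turn, r stayed between −0.530 and −0.399 for TDP10 + 12 and between −0.306 and −0.065 for TDP15.

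The 10 TDP-PBS mice enter both log2 fold changes, once with a plus and once with a minus sign. In a single draw of counts simulated with no effect of either antigen, r was −0.168 for TDP10 + 12 and −0.176 for TDP15. Each gene was drawn independently, so this draw does not show how widely r varies by chance. With the measured counts and the immunized and TDP-PBS mice regrouped at random, the median r over 99 other splits was −0.299 for TDP10 + 12 and −0.296 for TDP15, and r was negative in 93 and 87 of them. In 7 and 77 of the 99, r was as negative as with the real groups. In the simulated counts r was 0.010 and 0.028 when the transgene change was taken from the other immunized group. With the measured counts and the transgene change taken from the other immunized group, so that no TDP-PBS mouse set it, r was −0.270 (standard error 0.149) for TDP10 + 12 and 0.152 (standard error 0.252) for TDP15. Of 100 splits of the TDP10 + 12 and TDP-PBS mice, the real one included, 6 gave r as negative as −0.270 and 11 as far from 0. Leaving out each mouse in turn, the value of TDP10 + 12 stayed between −0.314 and −0.175. That of TDP15 was −0.0263 without TDP15 mouse 126 and between 0.0869 and 0.231 in the other 48 fits. With the TDP-PBS mice divided at random into 5 for each of the comparisons, the median r over 100 divisions was −0.239 for TDP10 + 12 and 0.196 for TDP15, and r was negative in 95 and 4 of the 100. The difference in r between the 2 immunized groups was not tested.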

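To use mice and not genes as replicates, each mouse received a score, its mean distance from ctrl PBS along the transgene change. Weights came from a group of rNLS8 mice that was not part of the comparison. The score was 0 for the ctrl PBS mean and about 1 for the mean of the group that set the weights. A mean below 1 in TDP-PBS therefore does not stand for an incomplete transgene change. With weights from TDP15, the score was 0.782 ± 0.111 (SD, n = 10) in TDP10 + 12 and 0.851 ± 0.0775 (SD, n = 10) in TDP-PBS. The difference was −0.069 (two-sided permutation test with 100000 resamples, p = 0.121, adjusted p = 0.242 over the 2 comparisons with TDP-PBS), and 8 of 10 TDP10 + 12 mice lay below the TDP-PBS mean. The lowest score in TDP10 + 12, 0.523, belonged to mouse 242, which lay apart from the others of its group. Without this mouse the difference was −0.0402. With weights from TDP10 + 12, the score was 0.925 ± 0.133 (SD, n = 12) in TDP15 and 0.908 ± 0.0921 (SD, n = 10) in TDP-PBS, a difference of 0.0171 (permutation test, p = 0.742, adjusted p = 0.742), and 6 of 12 TDP15 mice lay below the TDP-PBS mean. Without TDP15 mouse 126, which had a score of 1.23, the difference was −0.0108. In both sets of scores 32 of 32 rNLS8 mice lay above every ctrl PBS mouse. The setting that moved the p-value of the first comparison most permuted the groups within sex and gave p = 0.0853.

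A comparison of TDP10 + 12 with TDP15, chosen after the other values had been seen, took weights from TDP-PBS. It gave 0.798 ± 0.120 (SD, n = 10) and 0.886 ± 0.153 (SD, n = 12), a difference of −0.088 (permutation test, p = 0.160). Without TDP15 mouse 126 this difference was −0.0545. From the inverse correlation of the log2 fold changes across genes, and its larger size with peptides 10 and 12, the paper proposes a slight overall rescue of the transcriptional alterations in immunized rNLS8 mice.

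**Figure D2:**
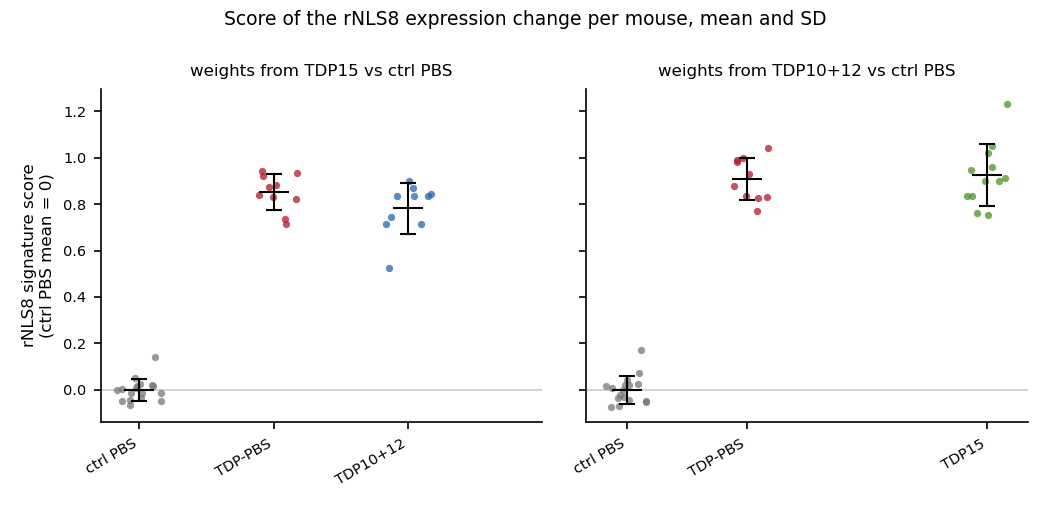
Score of the rNLS8 expression change (y axis, no unit, ctrl PBS mean at 0) for each mouse, by group (x axis). The left panel takes weights from TDP15 and the right panel from TDP10 + 12; each point is 1 mouse, and bars give the mean and SD. TDP10 + 12 averages 0.782 against 0.851 in TDP-PBS, and TDP15 0.925 against 0.908.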

**Fig. 6:**
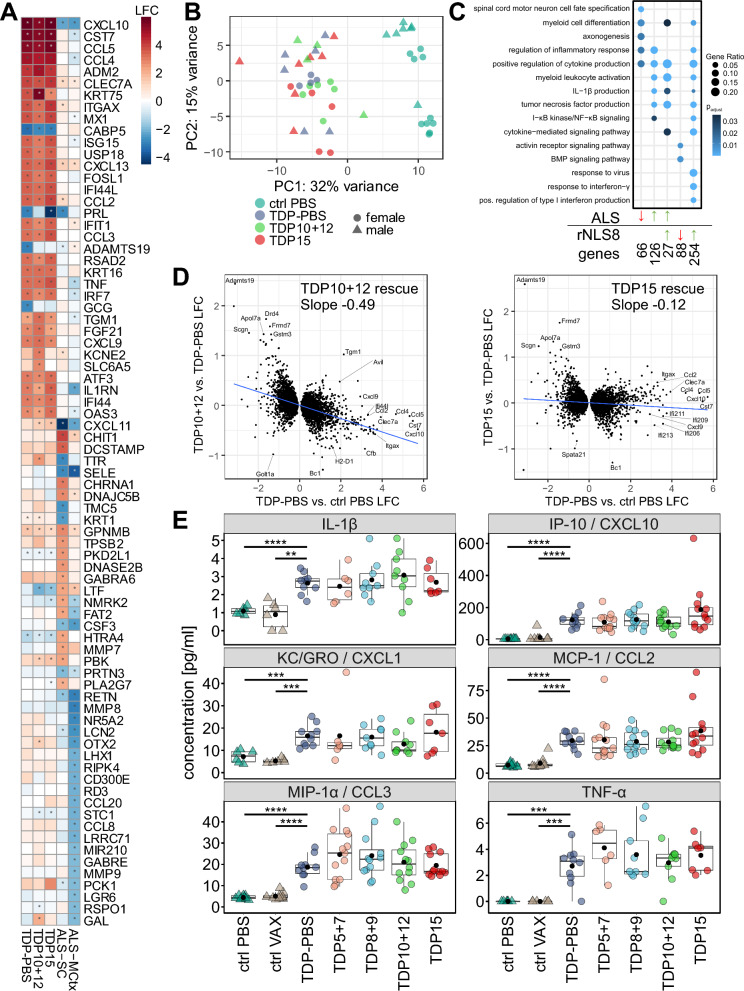
Widespread transcriptional changes in rNLS8 mice are modestly rescued by immunization targeting the glycine-rich region. **A** Differentially expressed genes from rNLS8 mice (TDP-PBS, TDP10 + 12, TDP15) compared to controls (ctrl PBS) and motor cortex (MCtx) and spinal cord (SC) of sporadic ALS patients compared to no-disease controls (dataset from [25]). From each group the 25 genes with largest absolute log2 fold change (LFC) also reaching statistical significance (indicated by asterisk) are depicted. Color code denotes LFC. **B** Principal component analysis (PCA) of transcriptomes separates animals based on genotype (control vs. rNLS8), but not on therapeutic intervention or gender. **C** Gene ontology analysis of differentially expressed genes (cutoff |LFC|> 1) in ALS spinal cord and TDP-PBS mice, each both compared to non-diseased controls. Manual selection of categories with > 4 genes. Full list is shown in Additional file 3: Table S2. **D** Fold-change of genes differentially expressed in TDP-PBS vs. control mice plotted against the fold-change between vaccinated and PBS-treated rNLS8 animals. Blue line shows linear regression. Pearson's product-moment correlation shows partial rescue of gene expression (p < 2*10^–16^ for both, correlation coefficient −0.49 and −0.12 as indicated). **E** Cytokine levels determined by multiplex assay from cortical tissue show inflammatory response in rNLS8 animals. Pairwise t-test with Benjamini–Hochberg correction revealed statistically significant differences between ctrl (monogenic) and bigenic TDP-PBS animals: IL-1β: ctrl PBS *p* = 2.57*10^–5^, ctrl VAX *p* = 0.004; IP-10: ctrl PBS *p* = 6.26*10^–5^, ctrl VAX: *p* = 6.26*10^–5^; KC/GRO: ctrl PBS *p* = 9.17*10^–4^, ctrl VAX *p* = 2.13*10^–4^; MCP-1: ctrl PBS *p* = 7.98*10^–6^, ctrl VAX *p *= 7.98*10^–6^; MIP-1α: ctrl PBS *p* = 3.44*10^–5^, ctrl VAX *p* = 3.44*10^–5^; TNF-α: ctrl PBS *p* = 5.64*10^–4^, ctrl VAX *p* = 5.64*10^–4^. TNF-α and IL-1β: Control (ctrl) PBS n = 6, ctrl VAX n = 6, TDP-PBS n = 10, TDP5 + 7 n = 6, TDP8 + 9 n = 9, TDP10 + 12 n = 9, and TDP15 n = 7; IP-10, KC/GRO, MCP-1 and MIP-1α: Control (ctrl) PBS n = 10, ctrl VAX n = 10, TDP-PBS n = 10, TDP5 + 7 n = 13, TDP8 + 9 n = 12, TDP10 + 12 n = 12, and TDP15 n = 12. Non-affected cytokines are shown in Supplemental Fig. S4C

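Sex was tested on both components by permuting it within ctrl PBS and within rNLS8 mice, with 24 males and 25 females. On the first component males differed from females by −2.26 (two-sided permutation test, p = 0.0142, adjusted p = 0.0284 over the 4 tests of antigen group and sex). On the second component they differed by 5.14 (p = 0.0028, adjusted p = 0.0112). These are differences in means, and the sexes overlapped on both components within ctrl PBS and within rNLS8 mice. Without the genes on the sex chromosomes, the differences were −0.94 (adjusted p = 0.543) and 2.29 (adjusted p = 0.543). Over the 3 alternative settings the adjusted p-values lay between 0.200 and 0.543 on the first component and between 0.0471 and 0.543 on the second.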

To confirm inflammatory phenotypes identified by the transcriptomics and to assess potential therapeutic benefits of the immunization at the protein level, we measured the levels of 19 pro-inflammatory markers and cytokines in cortical brain lysates using a multiplexed immunoassay. While some of the analytes fell below detection levels at the tested concentrations (IFN-γ, IL-10, IL-12p70, IL-2, IL-4), we identified IL-1β, IP-10 (CXCL10), KC/GRO (CXCL1), MCP-1 (CCL2), MIP-1α (CCL3), and TNF-α to be significantly upregulated in rNLS8 mice compared to monogenic control animals (Fig. 6E). KC/GRO (CXCL1) and CCL2 are known to be activated by IL-1β and TNF-α via NFκB signaling and activate monocytes/microglia, while IP10 (CXCL10) is a well-known target of interferons consistent with the transcriptome data (Fig. 6C). In contrast, several interleukins measured in the panel were not altered in rNLS8 mice (Fig. S4C/D). No immunization regimen significantly affected levels of any cytokine quantified. Interestingly, among the markers measured by immunoassay, only *Cxcl10*, *Ccl2, Ccl3* and *Tnf* were strongly upregulated at the transcriptomic level as well (Fig. S4D). 

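Transcripts of 21 genes stand for the panel of the immunoassay, and 8 of them passed the filter on low counts. Against ctrl PBS, 5 of the 8 were changed in TDP-PBS, 4 in TDP10 + 12 and 4 in TDP15 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all 18220 genes), and the numbers were the same with adjustment over the 8 genes alone. Ccl2 (chromosome 11, 82035577 to 82037452) had 0.127 ± 0.102 CPM (SD, n = 17) in ctrl PBS and 1.26 ± 0.666 CPM (SD, n = 10) in TDP-PBS, and log2 fold changes of 3.24 in TDP-PBS (standard error 0.37, adjusted p = 3.92e-10 from edgeR's quasi-likelihood test), 3.05 in TDP10 + 12 and 3.69 in TDP15. It lay above every ctrl PBS mouse in 32 of 32 rNLS8 mice. Ccl3 (chromosome 11, 83647843 to 83649378) had log2 fold changes of 3.09 (standard error 0.28), 2.82 and 3.46, with 31 of 32 rNLS8 mice above every ctrl PBS mouse. Tnf (chromosome 17, 35199367 to 35202007) had log2 fold changes of 2.94 (standard error 0.61), 2.93 and 3.61, with 21 of 32 rNLS8 mice above every ctrl PBS mouse and at most 56 counts in any mouse. Il15 had a log2 fold change of 0.59 in TDP-PBS (standard error 0.25, adjusted p = 0.0494 from the same edgeR test), with 2 of 10 TDP-PBS mice above every ctrl PBS mouse. It was not changed in TDP10 + 12 or TDP15. In TDP-PBS it did not pass under DESeq2 or without the filter, and in TDP15 it passed with limma-voom (adjusted p = 0.0237), where the adjusted p-values over the 8 alternatives lay between 0.0237 and 0.140. Il12a, Il2 and Il33 were tested and not changed in any group.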

The chemokine profile in rNLS8 mice is likely driven by IL-1β and TNF-α and is consistent with strong monocyte/microglia activation (Fig. 5A).

### Novel monoclonal antibodies targeting the RRM2 or the C-terminal glycine-rich region inhibit TDP-43 aggregation in vitro

To investigate the effects of antibodies induced by active vaccination in vitro, we generated a panel of monoclonal antibodies (mAbs) recognizing specific domains of TDP-43 by hybridoma generation using the spleens from immunized C57BL/6J mice (see Fig. 1B/C). Since we failed to generate mAbs from the spleens of C57BL/6J mice immunized with peptide 7, we generated mAbs by immunization of Balb/c mice with this peptide antigen. Using ELISA against recombinant TDP-43, we prescreened our 47 mAb clones and selected promising mAbs for the peptide epitopes 3, 7, 8, 10, and 12 (not shown) to characterize their effects on TDP-43 aggregation (Fig. 7A and Additional file 1: S1A).

**Fig. 7:**
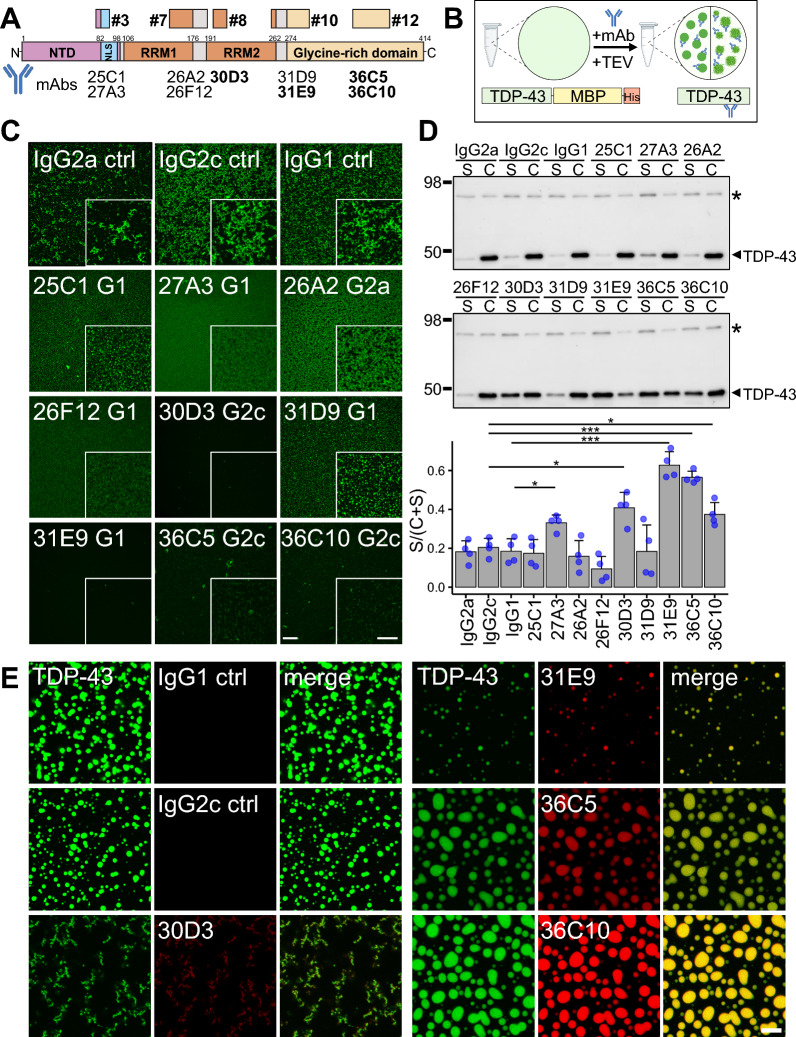
Antibodies targeting RRM2 and the glycine-rich region of TDP-43 suppress aggregation and LLPS in vitro*.* **A** Schematic overview of a panel of novel TDP-43 monoclonal antibodies (mAbs) raised from immunization in Fig. 1 as indicated. The most potent mAbs are highlighted in bold. **B** Aggregation and condensation assays using recombinant TDP-43-MBP-His_6_. Upon cleavage of the solubilization tag maltose-binding protein (MBP) using TEV protease, soluble TDP-43 forms aggregates (**C**) or condensates (**D**/**E**), depending on the buffer conditions. Condensates were either analyzed by pelleting (**D**) or by confocal microscopy (**E**). mAbs were added to soluble TDP-43-MBP-His_6_ together with TEV protease. **C** Representative images of Alexa 488-labeled and in vitro aggregated TDP-43, treated with the indicated mAb (molar ratio TDP-43-MBP-His_6_: mAb = 1:2). Images were taken 48 h after TEV cleavage. Clones 30D3 and 31E9 nearly completely prevented aggregation. Overview and magnified insets on the right bottom corner are shown. Scale bar overview = 100 µm, scale bar inset = 50 µm. **D** Sedimentation assay to analyze condensation of cleaved TDP-43-MBP-His_6_ in the presence of mAbs. Supernatant (S) and condensates (C) were separated by centrifugation 2 h after TEV cleavage. Representative immunoblots and quantification of S/(C + S) ratios (bar graphs indicate mean + SD) from four replicates are shown. An asterisk indicates the residual uncleaved TDP-43-MBP-His_6_, the arrowhead marks the cleaved TDP-43 band. mAbs were compared to their respective isotype controls using pairwise t-test with Benjamini–Hochberg correction for multiple testing: IgG2c vs. 30D3: *p* = 0.017; IgG2c vs. 36C5: *p* = 3.24*10^–4^; IgG2c vs. 36C10: *p* = 0.016; IgG1 vs. 27A3: *p* = 0.021; IgG1 vs. 31E9: *p* = 3.87*10^–4^. **E** Confocal images of Alexa 488-coupled TDP-43-MBP-His_6_ and DyLight 650-labeled mAbs show liquid–liquid phase separation of TDP-43 and co-partitioning of mAbs with TDP-43 condensates after TEV protease cleavage. Scale bar = 10 µm

To monitor TDP-43 aggregation in vitro, we used a recently established aggregate formation assay that relies on the cleavage of the solubilization tag MBP (maltose-binding protein) from a TDP-43-MBP-His_6_ fusion protein, followed by agitation in an aggregation-promoting buffer (Fig. 7B) [14, 16]. In the presence of isotype control mAbs (molar ratio antibody:TDP-43-MBP-His_6_ = 1:2), fluorescently-labeled TDP-43 readily formed aggregates that we visualized after 48 h (Fig. 6C, top panel). While clones 25C1, 27A3 (targeting peptide 3), 26A2, 26F12 (targeting peptide 7), and 31D9 (targeting peptide 10) had only moderate effects in suppressing TDP-43 aggregate formation, clones 30D3 (targeting peptide 8), 31E9 (targeting peptide 10), 36C5, and 36C10 (targeting peptide 12) strongly inhibited TDP-43 aggregate formation in this assay (Fig. 7C).

As TDP-43 aggregates are believed to arise from TDP-43 condensates that are formed by liquid–liquid phase separation (LLPS) and then undergo a liquid-to-solid state transition [3, 36, 57], we also assessed the capacity of the monoclonal antibodies to suppress TDP-43 condensate formation. Using a buffer containing physiological salt concentrations and no aggregation-promoting ingredients, TDP-43 rapidly undergoes LLPS after proteolytic removal of the MBP solubility tag [57]. To assess TDP-43 condensation in the presence of mAbs, we first used a sedimentation assay in which we separated the soluble fraction (S) and the condensate fraction (C) by centrifugation, followed by densitometric quantification of the TDP-43 signals in each fraction [16]. In line with the aggregation assay, clones 30D3, 31E9, 36C5, and 36C10 also significantly reduced TDP-43 condensate formation (Fig. 7D).

Next, we visualized TDP-43 condensates and assessed co-partitioning of mAbs into these condensates, by performing the condensation assay with fluorescently labeled TDP-43 and mAbs, and imaged condensates by confocal microscopy (Fig. 7E). As expected, isotype control mAbs did not co-localize with TDP-43 condensates, whereas 30D3 and 31E9 reduced condensate formation and co-partitioned into the remaining condensates. However, the 30D3-treated condensates appeared to have an amorphous, less liquid-like phenotype. In contrast, 36C5 and 36C10 increased the TDP-43 condensate size with prominent co-partitioning of both antibodies, suggesting that TDP-43 condensates become more fluid in the presence of these mAbs that both target an internal epitope of the glycine-rich domain. Fusion events observed by live imaging indeed indicated that condensates are larger and have more fluid-like character in the presence of antibodies 36C5 and 36C10 (Additional file 1: Fig. S5A). However, condensates fused relatively slowly and did not fully relax into perfectly round spheres, suggesting they are not ideal liquid-like droplets. Of interest, these four antibodies also showed the highest affinity among our pool of TDP-43 mAbs (Additional file 1: Fig. S5B). The comparable affinity among these four antibodies suggests that the exact epitopes drive the differential effect on condensate morphology in Fig. 7E. As expected, these four mAbs stained nuclear TDP-43 and cytoplasmic aggregates in FTLD brains (Additional file 1: Fig. S5C). Together, our data suggest that TDP-43 peptides 8, 10, and 12 can induce potent antibodies capable of inhibiting TDP-43 phase separation and aggregation in multiple in vitro assays.

### mAbs targeting the C-terminal glycine-rich region inhibit cellular uptake of TDP-43 aggregates

Since inhibition of cell-to-cell transmission could slow the progression in TDP-43 proteinopathies, we tested how the mAbs affect cellular uptake of TDP-43 aggregates.

Therefore, we established a flow-cytometry based assay using pHrodo-conjugated recombinant TDP-43, which shows increased fluorescence upon uptake in the endo-lysosomal compartment. To avoid interference of antibodies with aggregate formation, we induced aggregate formation of pHrodo-conjugated TDP-43-MBP-His_6_ using TEV cleavage (for 30 min) and then incubated the samples with individual mAbs at equimolar ratios for additional 30 min before adding them to SH-SY5Y cells (Fig. 8A). Unlabeled TDP-43 and incubation at 22 °C to inhibit endocytosis served as negative controls. Importantly, we noticed significant uptake of preaggregated pHrodo-TDP-43 compared to the background defined by unlabeled TDP-43. Moreover, incubation at 22 °C reduced the signal nearly to the background level determined using unlabeled TDP-43 (Fig. 8B/C). To confirm the effects of mAbs on TDP-43 uptake we preincubated monomeric and aggregated TDP-43 with mAbs as described above. 31E9 and to a lesser extent 36C10 reduced the number of pHrodo-TDP-43-positive cells, while the moderate effect of 36C5 did not reach statistical significance. We did not observe substantial uptake of monomeric pHrodo-conjugated TDP-43-MBP-His_6_, suggesting aggregation promotes cellular uptake.

**Fig. 8:**
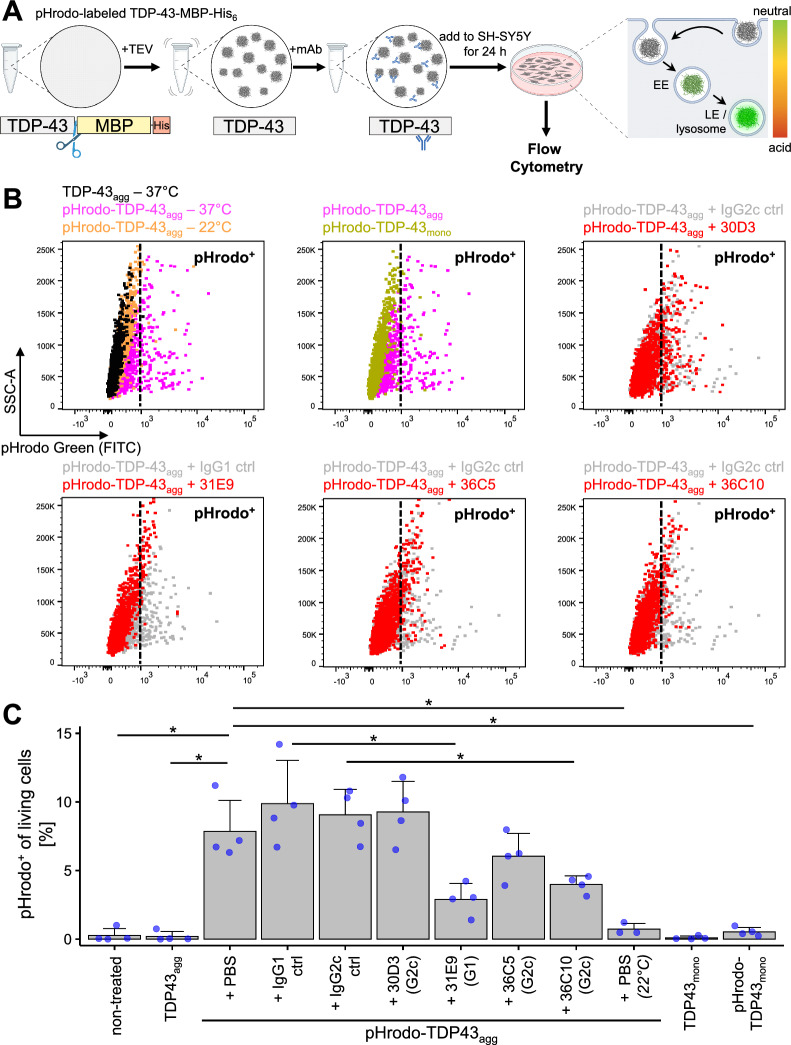
TDP-43 mAbs suppress cellular uptake of recombinant TDP-43 aggregates. **A** Overview of TDP-43 uptake assay. Aggregation of pHrodo Green-labeled TDP-43-MBP-His_6_ was induced by TEV protease cleavage and thorough shaking for 30 min, followed by a 2 h incubation step at room temperature. Preformed aggregates were then incubated with mAbs for 30 min before addition to SH-SY5Y cells. Upon cellular uptake via endocytosis, the pHrodo-tagged aggregates show increased fluorescence in acidic compartments, such as early endosomes (EE), and, even more so, in late endosomes (LE) or lysosomes. After 24 h of incubation, pHrodo fluorescence was analyzed by flow cytometry in the FITC channel. **B** Representative flow cytometry dot plots showing uptake of pHrodo-TDP-43_agg_ in combination with different control or TDP-43 specific mAbs in SH-SY5Y cells. Data areshown as relative fluorescence in the FITC channel (x-axis) and side scatter (SSC-A, y-axis). Relevant comparisons are overlaid. Cells were pregated to identify live singlets (not shown). Vertical dotted lines indicate gating for pHrodo^+^ live singlets. **C** Quantification of TDP-43 aggregate uptake in SH-SY5Y cells, measured as percentage of pHrodo-positive cells of total live single cells. Bar graphs represent mean + SD from n = 3–4 independent experiments. The following comparisons revealed statistically significant differences after pairwise t-test with Benjamini–Hochberg correction: pHrodo-TDP-43_agg_ + IgG1 ctrl vs. pHrodo-TDP-43_agg_ + 31E9 (G1): *p* = 0.037; pHrodo-TDP-43_agg_ + IgG2c ctrl vs. pHrodo-TDP-43_agg_ + 36C10 (G2c): *p* = 0.023; non-treated vs. pHrodo-TDP-43_agg_: *p* = 0.023; pHrodo-TDP-43_mono_ vs. pHrodo-TDP-43_agg_: *p* = 0.023; TDP-43_agg_ vs. pHrodo-TDP-43_agg_: *p* = 0.023; pHrodo-TDP-43_agg_ vs. pHrodo-TDP-43_agg_ (22 °C): *p* = 0.023

Taken together, high-affinity antibodies targeting the RRM2 or the C-terminal low complexity domain potently suppress TDP-43 phase separation, aggregation, and cellular aggregate uptake, all processes implicated in TDP-43 proteinopathies.

## Discussion

We used an active immunization approach in a fast-progressing murine model of ALS/FTD to target TDP-43 proteinopathy with antibodies in vivo. To this end, we systematically analyzed the immunogenicity, safety, and efficacy of predicted immunogenic regions covering all major domains of TDP-43. Only vaccinating with a C-terminal epitope containing the Ser409/410 phosphorylation sites significantly reduced serum NfL in vivo. By generating a panel of monoclonal antibodies, we identified several clones directed against the RRM2 and the glycine-rich domain that potently inhibited TDP-43 aggregation and phase separation in vitro, events tightly linked to neurodegeneration in ALS/FTD [3, 36].

### TDP-43 mouse model

The inducible rNLS8 model mimics gain- and loss-of-function components of TDP-43 proteinopathies, reflected by prominent cytoplasmic aggregation and accompanying nuclear clearance of TDP-43 [56]. Although aged rNLS8 mice become symptomatic at a similar time point after transgene induction as young rNLS8 mice, their disease progression is accelerated compared to young animals, resulting in a ~ 30% shorter lifespan [51]. In line with these findings, the lifetime of many proteins increases in the brains of old mice and aggregation-prone and low-complexity domain-harboring proteins, including TDP-43, are one of the most stabilized groups [23]. Based on our experience with anti-GA immunization [63], we had chosen a four-month immunization regimen to achieve high antibody titers, which required inducing the transgene in aged, fast-progressing rNLS8 mice. However, the anti-TDP-43 immune response already plateaued after two immunizations and future studies could be done in younger animals.

Moreover, immunofluorescence and transcriptomics revealed pronounced microgliosis by three weeks after transgene induction. In young animals, profound microgliosis has only been reported in the recovery stage, i.e., after switching off transgene induction [50], while transcriptomic profiling suggested microglial activation in older animals already after inducing transgene expression, as seen in our hands [19]. Thus, aging may influence the microglial response to TDP-43 aggregation, which should be taken into account for future mouse studies of ALS/FTD. Therefore, analyzing the effects of TDP-43 immunotherapy in younger animals using passive immunization might reveal effects of the therapy masked by the aggressive progression of disease in aged rNLS8 mice.

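The spread between mice was measured for each of the 18220 genes tested, as the SD of log2 CPM within a group. The median SD was 0.200 in ctrl PBS (n = 17), 0.215 in TDP-PBS (n = 10), 0.205 in TDP10 + 12 (n = 10) and 0.197 in TDP15 (n = 12). Relative to ctrl PBS, these are ratios of 1.07, 1.03 and 0.987 for the rNLS8 groups. On the second principal component the SD was 7.29 in ctrl PBS, 5.38 in TDP-PBS, 4.21 in TDP10 + 12 and 6.42 in TDP15.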

As in previous reports, we used the rNLS8 model in a mixed genetic background resulting from crossing F1 C57BL/6J × C3H/HeJ hybrid parents [56], which may explain the large variance observed in transcriptome analysis even in the control groups. While principal component analysis could clearly separate rNLS8 mice from monogenic control mice, the remaining variance could not be explained by the antigen groups or gender. This high variability may explain why we could not detect a single gene that was significantly changed upon immunization after FDR correction, although transcriptome-wide expression differences show a subtle but significant rescue of transgene-induced changes. 

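Over all 18220 genes tested, genotype accounted for 18.1% of the variance of log2 CPM across the 49 mice, where chance gives 2.08% (permutation test with 100000 resamples, p = 1e-05, the smallest these can give). Among the 32 rNLS8 mice, antigen group accounted for 6.12%, where chance gives 6.45% (permutation test, p = 0.677). Sex accounted for 5.77% among rNLS8 mice, where chance gives 3.23% (p = 5e-05), and for 10.5% among the 17 ctrl PBS mice, where chance gives 6.25% (p = 0.0076). Over the 17580 autosomal genes, the share of sex was 2.80% among rNLS8 mice (p = 0.824) and 7.99% among ctrl PBS mice (p = 0.077).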

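Which changes of single genes the groups of 10 mice could show was tested on simulated counts. These had the measured library sizes, gene means and spread between mice, and each gene was drawn independently. Of 200 genes changed by known amounts in TDP10 + 12, 198 were among the 18057 that passed the filter, and 87.9% of these 198 were called against TDP-PBS in the right direction. Among the 139 of them changed by at least 1 on the log2 scale, 96.4% were called, and 6 unchanged genes were called in error. Smaller changes than the simulated ones were not tested. All simulated changes were larger in size than the medians of the 3 interferon-related terms in TDP10 + 12 against TDP-PBS, −0.29 to −0.18. The simulation therefore cannot tell whether small shifts shared by many genes were missed because of variability between mice.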

Backcrossing the rNLS8 line to an inbred genetic background may reduce variability and thus increase statistical power in future therapeutic studies. Indeed, rNLS8 mice on a pure C57Bl/6JAusb background were used in a recent study and found to be phenotypically consistent with the originally described mixed background mice [56, 62].

### Safety and immunogenicity of TDP-43 peptide antigens

TDP-43 is a potentially risky drug target because its nuclear levels need to be maintained in a narrow range and it is required for regular cellular function in all cell types [6, 42]. In our immunization regimen, only the phospho-peptide (#15) induced disease-specific antibodies, while even the aggregated peptide antigens (peptides 7, 8, 10) induced antibodies detecting physiological TDP-43 in the nucleus. Moreover, five peptide antigens (5, 7, 8, 11, and 12) are not fully conserved between human and mouse TDP-43 and may have induced antibodies preferentially targeting human TDP-43 but sparing mouse TDP-43, as it has been observed for mAbs [24]. Thus, the residual expression of endogenous mouse TDP-43 together with the human transgene in rNLS8 mice may occlude potential loss-of-function toxicity induced by these antibodies in cells expressing only human TDP-43.

While most screened peptide antigens induced detectable antibody response in C57BL/6J mice, we noticed striking differences in the antibody titer unrelated to the peptide length. Thus, we used only the most immunogenic peptides from our pilot study for therapeutic studies in rNLS8 mice. To our surprise, we noticed unexpected toxicity for the highly immunogenic N-terminal TDP-43 peptides 1 and 3 in the mixed C57BL/6J × C3H/HeJ background in contrast to the pilot study in C57BL/6J mice. As most of the TDP1 + 3 animals unexpectedly died or had to be sacrificed shortly after the second or third immunization, we suspect that an anaphylactic reaction or local intraperitoneal toxicity occurred, rather than on-target toxicity due to gradually accumulating TDP-43 antibodies interfering with endogenous TDP-43 function. Interestingly, C3H/HeJ mice (but not the otherwise genetically similar C3H/HeOuJ strain) carry a loss-of-function mutation in *Tlr4*, the receptor for bacterial lipopolysaccharide. Loss of *Tlr4* has been discussed as a cause for stronger anaphylactic response to peanut antigen in C3H/HeJ mice compared to C3H/HeOuJ and Balb/c mice [8], but other genetic differences in the mixed C57BL/6J × C3H/HeJ background may also promote anaphylaxis towards peptides 1 + 3 in this model. Although we cannot fully explain the different safety profiles in these lines, our findings highlight the importance of considering genetic background-specific variations for preclinical trials in rodent models.

### Efficacy of TDP-43 active vaccination

To investigate the efficacy of anti-TDP-43 vaccination, we analyzed body weight, pTDP-43 levels, and serum NfL levels, a widely used clinical biomarker for neuroaxonal damage. While we did not observe beneficial effects on weight loss and pTDP-43 levels, immunization with the disease-associated C-terminal phospho-TDP-43 epitope significantly reduced NfL levels. These findings support the disease-promoting role of TDP-43 phosphorylation at serines 409/410, although the effects of C-terminal phosphorylation on TDP-43’s biophysical properties are controversially debated based on in vitro data [2, 16, 43]. We also investigated altered neuroinflammation upon vaccination, because microglia are emerging as key modulators in multiple neurodegenerative diseases, including TDP-43 proteinopathies [58], and active vaccination targeting poly-GA in our *C9orf72* ALS model affected microglia activation more than poly-GA levels [63]. While anti-TDP-43 immunized mice still showed pronounced microgliosis and astrogliosis as well as elevated chemokine levels, transcriptomics revealed a small overall reduction of the disease signature.

One postulated mode of action for antibody-based therapy is the prevention of cell-to-cell propagation of transmittable species of aggregation-prone proteins. Transmission has been extensively shown for proteins implicated in various neurodegenerative diseases, including Tau, α-synuclein, and for TDP-43 [9, 15, 39, 43]. Interestingly, two mAbs targeting the C-terminal domain efficiently prevented cellular uptake of preformed TDP-43 aggregates in neuron-like cells. A possible explanation for the modest effect of TDP-43 vaccination in rNLS8 mice may be the high and widespread deposition of TDP-43 aggregates in this model, which clearly exceeds the pathology in human ALS/FTD and cannot recapitulate focal onset and spreading of TDP-43 pathology across different brain regions over time [9, 48]. Since 95% of neurons in cortical layer 5 are found to be hTDP-43-positive already one week after transgene induction [56], it seems unlikely that spreading of TDP-43 species plays a dominant role in pathogenesis in the rNLS8 mouse model and therefore therapeutic antibodies cannot counteract this process. Very recently, systemic administration of a mAb targeting the C-terminal domain of TDP-43 was shown to reduce pTDP-43 levels and microgliosis in rNLS8 mice and neuron loss using the slower-progressing Camk2a-tTA model [1]. Previously, AAV-based expression or intrathecal injection of TDP-43 antibodies could ameliorate phenotypes in a BAC-transgenic TDP-43 mouse model but this model has a far slower progression with less abundant TDP-43 pathology than the rNLS8 mice [44, 45].

### mAbs can inhibit key disease features of TDP-43 in vitro

As passive antibody therapy may overcome weak immunogenicity of crucial epitopes and avoid acute toxicity, we generated a large panel of monoclonal TDP-43 antibodies targeting several of our selected epitopes. Four out of nine novel high-affinity antibodies targeting RRM2 (peptide 8, amino acids 198–211), the C-terminal glycine-rich region (peptide 12, aa. 342–379) or the linking region (peptide 10, aa. 258–296) strongly inhibited aggregation and altered phase separation of recombinant TDP-43 in different assays, while antibodies binding TDP-43 further N-terminal were less effective. These findings are consistent with the dominant role of the C-terminal glycine-rich domain in driving phase separation and aggregation of TDP-43 [7, 11, 13, 17]. A recent cryo-electron microscopy structure of TDP-43 aggregates extracted from ALS/FTD cortices revealed an ordered filament core comprised of aa. 282–360 [4], highlighting the importance of this glycine (G), glutamine (Q), and asparagine (N)-rich region for pathological TDP-43 aggregation. The significance of the Q/N-rich region (within the glycine-rich domain) for TDP-43 aggregation is further emphasized by the finding that tandem repeats of residues 331–369 trigger the formation of phosphorylated and ubiquitinated TDP-43 aggregates in cultured cells [10]. The overlap of our peptides 10 (aa. 258–296) and 12 (aa. 342–379) with these regions possibly explains the extraordinary aggregation-suppressing effect of the monoclonal antibodies raised against these regions.

Interestingly, antibodies targeting the glycine-rich region either resulted in the formation of much smaller and fewer TDP-43 condensates (31E9) or caused the formation of larger liquid-like droplets enriched in anti-TDP-43 antibodies (36C5 and 36C10), reminiscent of the phase separation behavior of a TDP-43 mutant containing multiple phospho-mimetic substitutions in the C-terminal domain [16]. Collectively, these findings suggest that disturbing the self-self-interaction of the C-terminal low complexity domain, either by hyperphosphorylation or high-affinity antibodies, suppresses both TDP-43 phase separation and aggregation, thereby supporting the fundamental role of TDP-43 C-terminal region for these processes.

Moreover, we show that aggregated TDP-43 is preferentially taken up by neuron-like cells compared to monomeric TDP-43, which can be blocked efficiently by two mAbs targeting the C-terminal domain (31E9 and 36C10), but not by 30D3 targeting the RRM2 domain. Interestingly, Afroz et al. show that a mAb targeting the C-terminal domain can inhibit seeding from patient material, promote phagocytic clearance by microglia and inhibit aggregate formation in vitro [1], but they have not analyzed effects on phase separation or neurofilament levels. Together with our findings, these data highlight the importance of the C-terminal region in the process of cell-to-cell transmission of aggregates.

## Conclusions

Taken together, we addressed efficacy and safety risks of TDP-43 immunotherapy for ALS/FTD by unbiased epitope screening in vitro and in vivo. We identified several highly immunogenic peptides in TDP-43 and raised a panel of novel mAbs potentially useful for therapy. Despite concerns about on-target toxicity of anti-TDP-43 antibodies due to the essential role of TDP-43 for cellular survival, we only detected unexpected safety risks of highly immunogenic N-terminal peptides, presumably due to anaphylaxis in one of four genetic backgrounds tested. In a fast-progressing TDP-43 mouse model, targeting the glycine-rich domain was most beneficial and partially rescued the disease signature detected by transcriptomics. While none of the antigens reduced the effect on neuropathology and the characteristic body weight loss, vaccination with a peptide including the disease-associated pS409/410 site significantly reduced NfL levels, the gold standard biomarker for ALS progression. Moreover, we identified mAbs targeting the glycine-rich domain that efficiently block disease-related phase separation and aggregation of TDP-43 in vitro, and suppress aggregate uptake in cells. Spreading and seeding of TDP-43 are crucial for the clinical progression of ALS after focal onset, but we assume it may be less relevant in the fast-progressing rNLS8 mice with widespread neuronal protein expression. Our finding that mAbs can alter the phase separation properties of a disease-linked protein, establishes a new mode of action for antibody therapy. Our study suggests that targeting the glycine-rich domain with antibodies ameliorates key pathomechanisms of TDP-43 proteinopathies.

## Supplementary Information

**Additional file 1: Figure S1**. TDP-43 epitopes and preimmune control serum. A: Overview of peptide antigens conjugated with ovalbumin through the N-terminal cysteine residue. Note that OVA conjugates of peptides 7, 8, 10, and 11 showed some aggregation in vitro. Peptides in bold were highly immunogenic in C57BL/6J wild-type mice and were thus used for the treatment study in rNLS8 mice. Novel monoclonal antibodies were raised in C57BL/6J mice, except of 26A2 and 26F12, which were generated from immunized Balb/c mice. B: Preimmune serum contains no detectable antibodies against human recombinant TDP-43 or pTDP-43 peptide as determined by ELISA. Background-corrected mean optical density at 450 nm was measured in duplicates per animal. All sera were diluted 1:100. **Figure S2**. Combined TDP-43 peptides are equally immunogenic and safe in three inbred mouse strains. Antibody response plateaus already after two immunizations. A: Timeline of immunization with pooled TDP-43 peptides, blood sampling, and body weight measurement of C57BL/6J, C3H/HeOuJ, and CD-1 mice. For each strain, six animals per treatment group were used. B: A dilution series of pooled sera was analyzed by ELISA against recombinant full-length TDP-43 or pTDP-43 peptide. Background-corrected mean OD450 was measured in duplicates. Triangular shapes indicate CD-1, circles represent C57BL/6J, and squares depict C3H/HeOuJ animals. Open shapes correspond to first blood sampling, while b2 is illustrated by filled shapes. C: Kaplan–Meier plot indicating survival probability of mice from different strains. No antigen combination caused statistically significant lethality in any of the strains investigated. D: Development of body weight over 14-week study period. Mean values are plotted group-wise. Only age, but not treatment or the interaction between treatment and age, had a statistically significant effect on the body weight as revealed by a two-way repeated measures ANOVA. C57BL/6J: p = 1.74*10^–24^; C3H/HeOuJ: p = 2.56*10^–33^; CD-1: p = 1.37*10^–29^. E: Dilution series of pooled rNLS8 sera from different time points were analyzed by ELISA against recombinant full-length TDP-43 or pTDP-43 peptide. Background-corrected mean OD450 was measured in duplicates. Note that the antibody response plateaued after two immunizations. Age of animals is annotated for each timepoint. **Figure S3**. Additional immunofluorescence stainings of pooled antisera confirm specificity towards nuclear and mislocalized TDP-43. Double immunofluorescence stainings of pooled antisera and with either phosphorylated TDP-43 or pan-TDP-43 were performed on frontal cortex sections of an FTLD case and a healthy control. A: Antisera from TDP1 + 3# and TDP10 + 12 animals reliably stained nuclear TDP-43 but no cytoplasmic inclusions in a control case negative for pTDP-43. B: Double immunofluorescence with a commercial TDP-43 antibody validates specificity of pooled antisera in patients. Antisera from TDP1 + 3^#^ and TDP10 + 12 mice detected both nuclear and cytoplasmic TDP-43, while TDP15 sera showed strong preference for cytoplasmic TDP-43 with little affinity to nuclear TDP-43. Representative images are shown. All scale bars = 10 µm. **Figure S4**. Additional comparisons of gene expression profiles and cytokine assays in rNLS8 mice. A: Expression patterns of genes characterizing early, late, and recovery stage in isolated microglia [19] in rNLS8 mice/ALS patients. Asterisks denote significant changes. LFC: log2-fold change. B: Concordant gene expression changes between rNLS8 mice and ALS patients. Only statistically significant genes with a LFC value ≥ 1 are shown. 

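Table S2 counts 27 genes as raised in both ALS spinal cord and rNLS8 mice. It names 25 of them under its terms, and 19 of these passed the filter on low counts. The 6 that were listed and not tested were Cxcl13, Itgad, Msr1, Rnase6, Scimp and Tnfsf8. Among them Itgad had 0.0883 ± 0.0986 CPM (SD, n = 17) in ctrl PBS and 0.315 ± 0.243 CPM (SD, n = 10) in TDP-PBS, and Tnfsf8 did not exceed 3 counts in any ctrl PBS mouse.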

The 27 genes upregulated in both conditions cluster into different GO categories as depicted in Fig. 6C. C: Cytokine levels determined by multiplex assay from cortical tissue of vaccinated rNLS8 mice and controls as in Fig. 6E. Non-affected analytes are shown. From the panel INF-γ, IL-2, IL-4, IL-10, IL-12p70 could not be detected at all. IL-5 and IL-6: Control PBS n = 6, ctrl VAX n = 6, TDP-PBS n = 10, TDP5 + 7 n = 6, TDP8 + 9 n = 9, TDP10 + 12 n = 9, and TDP15 n = 7; IL-9, IL-15, IL-17A/F, IL-27p28/IL-30, IL-33, and MIP-2: Control PBS n = 10, ctrl VAX n = 10, TDP-PBS n = 10, TDP5 + 7 n = 13, TDP8 + 9 n = 12, TDP10 + 12 n = 12, and TDP15 n = 12. MIP-2 levels were only statistically significantly elevated in TDP-PBS compared to ctrl PBS mice (*p* = 0.004), but not ctrl VAX mice as indicated by pairwise t-test with Benjamini–Hochberg correction. D: RNAseq-based gene expression of all detected cytokines from the cytokine/chemokine panel in rNLS8 mice and ALS patients compared to controls as in Fig. 6A. 

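The 13 transcripts of the panel that did not pass the filter on low counts were Ifng, Il10, Il12b, Il4, Il1b, Cxcl1, Il5, Il6, Il9, Il17a, Il17f, Il27 and Cxcl2. The highest count of any of them in any mouse was 18, for Cxcl1. Il1b had at most 16 counts and a median of 5, with more than 3 counts in 31 of the 49 mice. Il9 had no count in any mouse, Il4 at most 1 count and Ifng at most 2 counts. Without the filter, edgeR called Cxcl1 (log2 fold change 1.82, adjusted p = 0.00463) and Il5 (1.54, adjusted p = 0.0167) in TDP15 against ctrl PBS. DESeq2 called both as well, and also Il1b (1.08, adjusted p = 0.0269). For Il10, Il12b and Il27, no difference from ctrl PBS was detectable in any rNLS8 group at this depth with either method. For Ifng, Il4, Il6, Il17a, Il17f and Cxcl2, edgeR without the filter detected none either, and DESeq2 gave no adjusted p-value.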

Asterisks denote significant changes. **Figure S5**. Characterization of TDP-43 mAbs on droplet formation, affinity, and patient inclusions. A: Representative time-lapse images of Alexa 488-labeled TDP-43 condensates obtained by spinning disc confocal microscopy. TDP-43 treated with isotype control antibody does not fuse, while mAbs targeting the C-terminal glycine-rich region increase droplet mobility, leading to slow fusion events and enlarged TDP-43 droplets. Scale bar = 2.5 μm. B: Novel TDP-43 mAbs were analyzed by ELISA against recombinant TDP-43 in dilution series. Background-corrected OD450 are shown. C: mAbs which most potently inhibited TDP-43 aggregation and LLPS detected pTDP-43-positive inclusions in a FTLD patient and additionally stained nuclear TDP-43 by immunofluorescence.

**Additional file 2: Table S1**. Differential expression analysis of control PBS, TDP-PBS, TDP10+12, and TDP15 neocortex using DESeq2 as described in the methods. 

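The part of Table S1 compared here shows 1827 genes for each comparison with ctrl PBS and 638 for TDP10 + 12 against TDP-PBS. All of them are in the count table, and 548 and 191 of them passed edgeR's filter on low counts. Among the 548, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 166 genes changed in TDP-PBS, 153 in TDP10 + 12 and 193 in TDP15. Table S1 gives 174, 164 and 215 as changed over all genes shown. Both call 160, 143 and 183 of them, each in the same direction. Against TDP-PBS, both give 0 genes changed in TDP10 + 12 among the 638. Across the tested genes, the log2 fold changes differed from those of Table S1 by a median of 0.00152, 0.00108 and 0.000814 in the 3 comparisons with ctrl PBS. With DESeq2, the same 174, 164 and 215 genes were called, and 100% of the log2 fold changes lay within 0.01 of the paper's.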

Samples are compared to either ctrl PBS or TDP-PBS. In column D “−1” and “+1” indicate significant genes and the direction of change.

**Additional file 3: Table S2**. 

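Table S2 also lists terms for genes that are lowered in rNLS8 mice. Under activin receptor signaling pathway, 3 of 4 listed genes were tested and 3 were lower in TDP-PBS than in ctrl PBS, with log2 fold changes from −1.27 for Fst to −1.02 for Acvr1c. Under BMP signaling pathway, 2 of 6 listed genes were tested and both were lower, Fst and Hjv, the latter with −1.06. The listed genes are the paper's own calls on these mice, so their direction here shows no stability. The gene ontology enrichment was computed by the authors with clusterProfiler and was not recomputed.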

Full Gene Ontology enrichment analysis for differentially expressed genes from TargetALS patients in spinal cord and genes expressed in rNLS8 mice, each both compared to non-diseased controls. Selected data are shown in Fig. 6C.

## Data Availability

All data supporting the conclusions of this article are included within the article and its supplementary materials. The raw data for the transcriptomics analysis are available under the GEO accession code GSE233669.

## Abbreviations

ALS: Amyotrophic lateral sclerosis
FTD: Frontotemporal dementia
FTLD-TDP: Frontotemporal lobar degeneration with TDP-43 inclusions
rNLS8 mice: ‘Regulatable’ or NEFH-tTA/tetO-hTDP-43ΔNLS bigenic mice
mAb: Monoclonal antibody
CNS: Central nervous system
Aβ: Amyloid beta
RRM1/2: RNA recognition motif 1/2
NLS: Nuclear localization sequence
NTD: N-terminal domain
LLPS: Liquid–liquid phase separation
scFv: Single-chain variable fragment
pTDP-43: TDP-43 phosphorylated at serines 409/410
i.p.: Intraperitoneally
s.c.: Subcutaneously
NfL: Neurofilament light chain
OVA: Ovalbumin
CSF: Cerebrospinal fluid
MBP: Maltose-binding protein
LPS: Lipopolysaccharide
RT: Room temperature
OD: Optical density
DOX: Doxycycline
ctrl: Control
MCtx: Motor cortex
SC: Spinal cord

How the deposited data were processed for this re-analysis (not part of the article)

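Neocortical RNA of 49 mice was sequenced in 1 experiment, with 17 ctrl PBS, 10 TDP-PBS, 10 TDP10 + 12 and 12 TDP15 mice, 1 library per mouse and no pooling. The authors aligned 100 bp paired-end reads to the mouse genome GRCm38.p6 and deposited raw counts per gene and mouse. The paper's text names DESeq2 for the differential expression and clusterProfiler for the gene ontology analysis. It does not name the aligner, the counting tool, the annotation or the strand setting. Gene positions are from the RefSeq annotation of GRCm38.p6, in which all 45252 symbols of the table were found. Since the counting is not described, genes with near-identical copies or overlapping neighbours, such as the Ifi200 family, the H2 genes and the Fam205a copies, are uncertain.

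Groups, sexes and mouse numbers come from the sample labels and the paper's group sizes. The labelled sexes were checked against Xist and Ddx3y. Within groups no 2 libraries were copies of each other, since for genes with at least 20 counts the smallest chi-squared per degree of freedom of any pair was 7.24. Total counts lay between 17775738 and 21033608 per mouse, with a median of 19955601. The smallest level the depth can show, 3 counts, is 0.143 to 0.169 CPM. Intervals and floors of this kind cover counting error only.

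Counts were filtered with edgeR's filterByExpr by group (at least 10 counts, at least 15 in total), scaled by TMM and fitted for all 49 mice together with glmQLFit and glmQLFTest, without covariates (edgeR 4.0.16, R 4.3.3). The common dispersion was 0.0263. Comparisons were each rNLS8 group against ctrl PBS, each immunized group against TDP-PBS and TDP10 + 12 against TDP15, all two-sided, with an adjusted p-value under 0.05 as the threshold. Standard errors of log2 fold changes were derived from the F statistic. The genotype by sex interaction was tested in the 27 PBS-treated mice. Principal components were computed from DESeq2's vst values of the 500 most variable genes (DESeq2 1.42.0). The inverse correlation was computed across the genes changed in TDP-PBS, with a jackknife over the 49 mice for its error. Scores per mouse were the weighted mean distance from ctrl PBS in log2 CPM (prior count 2), with weights from mice of neither group compared. Gene lists were tested with camera on voom values (limma 3.58.1). Permutation tests used 100000 resamples. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

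The statistical steps were tested on simulated counts with the measured means, library sizes and dispersions, drawn independently for each gene. With 200 genes changed in 1 group, 198 were among the 18057 genes tested, and 87.9% of the 198 were recovered, with 6 calls in error.

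The design and the alternatives were fixed before the data were examined. The alternatives for gene counts were DESeq2's size factors, upper-quartile normalization, no filter on low counts, at least 10 counts in every mouse, sex as a covariate, 2 surrogate variables (sva 3.50.0), a fit of only the 2 groups compared, limma-voom with quality weights, DESeq2 and an absolute log2 fold change over 1. Others were set for the inverse correlation, the scores, the components and the gene lists. Among the alternatives, those added after the data had been seen were the score of TDP10 + 12 against TDP15, camera on voom with sample quality weights, linkage tests with genes 5 to 20 Mb away, components without genes listed below 3 Mb of chromosome 4, and score differences with each mouse left out. Several tests of explanations were also chosen after the data had been seen. They were the library size test of the chromosome 4 cluster, the linkage tests of Ifi44l, Ifi206, Ifi211 and Ifi213, the correlation with interferon-induced genes, the tissue markers between groups, and the use of the values with no mouse on both axes as a test. A first run of camera had used the quality weights. It was replaced by the version without them, as fixed beforehand, after both values had been seen.

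The genes named are those named in the paper's text or labelled in Fig. 6A and Fig. 6D, the extreme genes of the terms drawn in Fig. 6C, and the 10 largest increases and decreases in each comparison with ctrl PBS. For comparisons between rNLS8 groups, changed genes were named or, where there were 0 changed genes, the 3 with the smallest p-values, with 953, 552 and 1244 genes at an unadjusted p-value under 0.05 in the 3 comparisons. Xist and Ddx3y were named for the check of sex. Max, Mapk9, Zfp365, Prnp, Sertm1, the genes of a cluster on chromosome 4 and the genes listed as not tested were named after their values had been seen. The patient data, the immunoassays and the published microglia signature were not analysed here, and no paired comparison was made because every mouse is a separate animal.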

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

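The test of library size for the chromosome 4 cluster and its test with genes 5 to 20 Mb away were chosen only after the result was seen, and the other tests were not.

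In the groups of 10 mice, the gap between the most extreme mouse and the next was compared with the whole range of the group, for 53 genes and measures in TDP-PBS and TDP10 + 12. Of 106 such comparisons 9 exceeded the 95% limit, where a chance rate of 1 in 20 gives 5.3. Mouse 301 of TDP10 + 12, a male, had the highest Gfap, 1132 CPM against a median of 294 in the others of its group (ratio of gap to range 0.591). It also had the highest Prnp, 1672 against 1019 CPM (0.576). Mouse 242 of TDP10 + 12, also a male, was the lowest of its group for Irf7 (0.587), Tyrobp (0.496) and C3ar1 (0.576). It was the lowest in all 3 sets of signature scores (0.507, 0.511 and 0.470 for the scores weighted by TDP15, TDP10 + 12 and TDP-PBS). Mouse 270 of TDP-PBS, a female, had the lowest Nefl, 104.6 CPM against a median of 126.2 (0.467). The total counts of these 3 mice, 20290354, 19686423 and 19807309, lay within the range of the others in their groups, which goes against library size. The score of mouse 242 of 0.523 lay above the highest ctrl PBS score of 0.142, which goes against an exchanged ctrl PBS label. Without mouse 242, the correlation of the TDP10 + 12 changes with the transgene changes was −0.399, and without mouse 301 it was −0.523. No biological explanation was tested for these mice.

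Max, Mapk9 and Zfp365, which the paper does not discuss, had the smallest p-values in TDP-PBS against ctrl PBS, with log2 fold changes of 1.44, −1.22 and −1.30. All 32 rNLS8 mice lay above every ctrl PBS mouse for Max and below every one for Mapk9 and Zfp365. A haplotype carried along with a transgene was tested through the genes 1 to 5 Mb away, of which 50.6% were changed, against 43.6% of all genes. This share lay at percentile 94.1 of equally large sets elsewhere, under the limit of 95 set for it. Library size was unrelated to the 3 genes within groups (permutation p = 0.818). Among the 32 rNLS8 mice, the mean change of the 3 genes followed the mean of Cxcl10, Ccl4, Ccl5 and Cst7, with r = 0.645 (permutation p = 0.00033) and rho = 0.363 (p = 0.0415). Without the 2 mice farthest from the median, r was 0.278, so the relation rests in part on those mice. A response to the transgene that varies with the inflammation may contribute to the level of the 3 genes. A direct effect of the transgene was not tested.

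Prnp, also outside the genes the paper discusses, was higher in all 32 rNLS8 mice than in every ctrl PBS mouse, with a log2 fold change of 1.04. Of its neighbours 1 to 5 Mb away, 38.4% were changed, at percentile 18.7 of equally large sets elsewhere, which goes against a haplotype carried along with a transgene. Whether reads of transgene sequence were counted on Prnp was not tested, so no biological explanation can be set against it.

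A cluster of 19 genes on chromosome 4 (41769467 to 42859820), among them Ccl21b, Ccl27a, Ccl27b and the Fam205a copies, varied together between mice. Its first component held 85.6% of the variance of these genes within groups. A strain haplotype at the locus was tested through genes 1 to 20 Mb away. Of 10000 equally large sets of neighbouring genes on other chromosomes, 0 followed the cluster as closely, and with genes 5 to 20 Mb away and the mean of 6 interferon-induced genes removed, again 0 did. Library size was unrelated (permutation p = 0.843). The mice come from a mixed C57BL/6J and C3H/HeJ background, and a haplotype that segregates between the mice is a candidate explanation. Many genes of the cluster are near-identical copies, and how their reads were assigned is not known.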

How the results depend on the processing

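The alternatives below were set before the data were examined, apart from those of the score of TDP10 + 12 against TDP15 and camera with quality weights, which were chosen after the data had been seen. For the results that answer a comparison, 157 values were computed under alternatives. Of these 124 kept their direction and their side of the threshold, or moved by less than the spread between replicates.

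The number of genes changed against ctrl PBS stayed between 7313 and 8196 in TDP-PBS, between 6873 and 7713 in TDP10 + 12 and between 7786 and 8821 in TDP15 over 9 alternatives. In each group the lowest value came with at least 10 counts in every mouse and the highest with limma-voom. Requiring an absolute log2 fold change over 1 left 491, 440 and 520 genes. Over the 9 alternatives these numbers lay between 198 and 1249, between 171 and 1182 and between 216 and 1479. The lowest came with at least 10 counts in every mouse and the highest with no filter on low counts. For TDP15 against TDP-PBS, 0 genes were changed in 9 of 9 alternatives, with 552 at an unadjusted p-value under 0.05 in the reported fit. For TDP10 + 12 against TDP-PBS, 7 alternatives gave 0, with 953 genes at an unadjusted p-value under 0.05 in the reported fit. No filter on low counts gave 1 gene, Slc6a5, and limma-voom 2 genes, Sertm1 and Timp2. For TDP10 + 12 against TDP15, no filter gave 1 gene, Slc6a5, and both the fit of only the 2 groups compared and DESeq2 gave 2 genes, Nos1 and Timp2. The cause was not tested. For the genotype by sex interaction, 0 genes were changed in the 27 PBS-treated mice (1167 at an unadjusted p-value under 0.05) and 0 with all 49 mice (631).

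The inverse correlation moved with the choice of axes and genes. For TDP10 + 12, r was −0.270 with no mouse on both axes, −0.345 over all genes tested, −0.239 with the TDP-PBS mice divided between the axes, and −0.299 as the median with group labels permuted, which also gave −0.296 for TDP15. The slope was −0.0683 with no mouse on both axes and −0.0613 with the mice divided. For TDP15 the direction reversed, with r = 0.152 and slope 0.0326 with no mouse on both axes, and r = 0.196 and slope 0.0454 with the mice divided. The first of these values of r was −0.0263 without TDP15 mouse 126, so its sign rests on 1 mouse. DESeq2, sex as a covariate, genes with an absolute log2 fold change over 1 and Spearman's rho kept the negative sign in both groups, and so did all genes tested. For genes with an absolute log2 fold change over 1, r was −0.593 in TDP10 + 12, and 80.2% of them changed in opposite directions. In TDP15 r for these genes was −0.234, but rho was −0.00418 and 43.8% of the genes changed in opposite directions. TDP-PBS mice that enter both axes may account for the negative value of TDP15 and part of that of TDP10 + 12. The 3 score comparisons kept their direction and stayed above a p-value of 0.05 under their 5 alternatives each. Leaving out each mouse in turn, which was chosen after the data had been seen, reversed only the difference between TDP15 and TDP-PBS, to −0.0108 without TDP15 mouse 126.

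The first component held 24.2% with edgeR's log2 CPM and 33.8% without genes on the sex chromosomes, and the second 6.99% with all genes that pass the filter. The difference between sexes on the first component no longer passed the threshold with all genes (−1.41), with log2 CPM (−7.27) and without the sex chromosomes (−0.940). On the second it no longer passed with log2 CPM (2.68) and without the sex chromosomes (2.29). The genes listed as raised in ALS spinal cord only gave p = 0.0721 with the inter-gene correlation estimated from the data. The cause of these changes was not tested. Of the panel of cytokine transcripts, at least 10 counts in every mouse left 0 changed in each of the 3 groups, because it removed the changed genes of the panel. The fit of only the 2 groups compared gave 3 in TDP-PBS, 2 in TDP10 + 12 and 3 in TDP15. Of the changed genes, its filter removed Tnf and Il15 in TDP-PBS, Ccl2 and Tnf in TDP10 + 12 and Tnf in TDP15. No filter on low counts gave 4 in TDP-PBS and 6 in TDP15, and limma-voom gave 5 in TDP15. DESeq2 gave 4 in TDP-PBS. It gave 7 in TDP15, because it also called 3 transcripts below edgeR's filter.

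For single genes, 60 values were recomputed 484 times, of which 459 kept their direction and side of the threshold, 14 fell below it and 10 rose above it. The change of Gh in TDP-PBS reversed to 0.66 with limma-voom. Another 56 values could not be computed, since the gene did not pass the filter. No paired analysis was possible because every mouse is a separate animal and no mouse number occurs in 2 groups. The depth limits 13 of the 21 cytokine transcripts, none of which exceeded 18 counts in any mouse. The 3 called by DESeq2 in TDP15 were Cxcl1, Il5 and Il1b, and the first 2 of them were also called by edgeR without the filter.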

Differences from the paper's values

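The regression slopes of the immunization changes on the transgene changes differ from the values printed on Fig. 6D. There the paper's values are about −0.49 for TDP10 + 12 and about −0.12 for TDP15 (Fig. 6D, read by eye), under the word slope, while its legend gives the same values as Pearson's correlation coefficients. The slopes computed here were −0.136 for TDP10 + 12 and −0.0310 for TDP15. None of the alternatives set before the data were examined closed the gap for TDP10 + 12, and the farthest slope was −0.170, with genes of an absolute log2 fold change over 1. For TDP15 the slope with DESeq2 was −0.0751, within the error of the paper's value, and the other alternatives did not reach it. As Pearson's coefficients, the values computed here were −0.486 and −0.135, and −0.515 and −0.269 with DESeq2, which the paper's methods name.

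The legend of Fig. 6B states that the components do not separate the mice by gender. The means of males and females differed here by −2.26 on the first component (adjusted p = 0.0284, permutation test with Benjamini-Hochberg adjustment over 4 tests) and by 5.14 on the second (adjusted p = 0.0112). The sexes overlapped on both components within ctrl PBS and within rNLS8 mice, so here too the mice were not separated by sex. Without the genes on the sex chromosomes (−0.94 and 2.29, adjusted p = 0.543 for both) and with edgeR's log2 CPM (−7.27 and 2.68, adjusted p = 0.200 and 0.386), neither difference passed the threshold. With all genes that pass the filter, the first did not pass (−1.41, adjusted p = 0.314) and the second did (5.41, adjusted p = 0.0471).

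Fig. 6D labels 21 genes as changed in TDP-PBS, and 3 of them were not called here. Drd4 and Apol7a did not pass edgeR's filter on low counts. With DESeq2 their adjusted p-values were 0.00752 and 0.000117, and without the filter they were 0.0230 and 0.000773. Gstm3 had an adjusted p-value of 0.0540 from edgeR's quasi-likelihood test and 0.0482 from DESeq2. Fig. 6A labels 23 genes from the rNLS8 groups, of which 11 did not pass edgeR's filter. In TDP-PBS, DESeq2 and edgeR without the filter both called 9 of these, namely Adm2, Krt75, Cabp5, Cxcl13, Prl, Krt16, Gcg, Fgf21 and Il1rn. The other 2, Kcne2 and Slc6a5, were called by DESeq2 in TDP10 + 12 (adjusted p = 0.000195 and 0.000229). Ttr was called here in TDP10 + 12 and TDP15 and not in TDP-PBS, where only the fit of the 2 groups compared called it.

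Among the genes of Table S1 shown for TDP-PBS, TDP10 + 12 and TDP15 against ctrl PBS, edgeR's quasi-likelihood test called 166, 153 and 193 and the paper calls 174, 164 and 215. DESeq2, which the paper's methods name, gave the paper's calls.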

Other observations

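The tests of a strain haplotype for Ifi44l, Ifi206, Ifi211 and Ifi213, of correlation with interferon-induced genes, of genes 5 to 20 Mb away, of tissue markers between groups and of components without genes below 3 Mb were chosen only after the result was seen. The values with no mouse on both axes belong to alternatives set beforehand, and only their use as a test of TDP-PBS mice on both axes was chosen after they had been seen.

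Other splits of the same mice into groups of the same sizes were compared with the real one, 100 for each result, the real one included. For the number of genes changed in TDP-PBS, TDP10 + 12 and TDP15 against ctrl PBS, 1, 1 and 1 of 100 splits gave as many, which was the real one each time. For 0 changed genes between rNLS8 groups, the number at an unadjusted p-value under 0.05 was used. As many as the real 953 were found in 48 of 100 splits for TDP10 + 12 against TDP-PBS. For TDP15 against TDP-PBS, 87 of 100 splits gave as many as 552, and for TDP10 + 12 against TDP15, 24 of 100 gave as many as 1244. For the genotype by sex interaction, 33 of 100 splits of the sexes gave as many genes at an unadjusted p-value under 0.05. For the genes listed as raised in ALS spinal cord, 4 of 100 splits gave as small a camera p-value. Correlations as negative as that of TDP10 + 12 were found in 8 of 100 splits of the TDP10 + 12 and TDP-PBS mice, and as negative as that of TDP15 in 78 of 100. With no mouse on both axes, 6 of 100 splits gave r as negative as that of TDP10 + 12, and 11 gave r as far from 0 in either direction. For TDP15, 80 of 100 gave r as low and 48 as far from 0.

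With no mouse on both axes, r was −0.270 for TDP10 + 12 and 0.152 for TDP15. TDP-PBS mice on both axes are a candidate explanation of the negative correlation of TDP15, whose sign reversed without them, although the positive value rests on TDP15 mouse 126 (r = −0.0263 without it). For TDP10 + 12 the sign remained and the size fell, so part of the correlation may have the same source, and what remains cannot be told apart from chance at 6 of 100 splits as negative or 11 as far from 0.

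The neurofilament light chain gene Nefl, whose protein the paper measured in serum, was lower in all 32 rNLS8 mice than in every ctrl PBS mouse. It had 250 ± 16.0 CPM (SD, n = 17) in ctrl PBS, 125 ± 9.13 (n = 10) in TDP-PBS, 119 ± 18.4 (n = 10) in TDP10 + 12 and 121 ± 12.9 (n = 12) in TDP15. The log2 fold change in TDP-PBS was −0.99 (standard error 0.06, adjusted p = 1.81e-19 from edgeR's quasi-likelihood test). Against TDP-PBS it was −0.05 in TDP15 (standard error 0.06, adjusted p = 1.00 from the same edgeR test). Bc1, labelled in Fig. 6D, had 719 ± 910 CPM (SD, n = 10) in TDP-PBS and 330.2 ± 128 CPM (SD, n = 17) in ctrl PBS. The highest value in TDP-PBS was 3224 CPM, in mouse 82, against a median of 407 CPM in the others. Over the 9 alternatives the adjusted p-value of Bc1 in TDP-PBS lay between 0.00291 and 0.0731, and it missed the threshold in 1.

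Genes labelled in Fig. 6D as lower in TDP-PBS included Adamts19, Apol7a, Drd4, Frmd7, Gstm3 and Scgn. Olfactory bulb tissue in some cortex samples was tested with 5 marker genes fixed beforehand (Doc2g, Cdhr1, Tbx21, Th and Sp8). Across the 17 ctrl PBS mice, the mean of the 6 genes followed the markers, with r = 0.828 (permutation p = 0.00012, adjusted p = 0.00018 over 3 tissues) and rho = 0.684 (p = 0.00321). Without the 2 mice farthest from the median, r was 0.647, and among the 32 rNLS8 mice it was 0.797 (p = 1e-05, the smallest 100000 resamples can give). Ttr and Kcne2 followed 6 choroid plexus markers, with r = 0.889 (p = 8.00e-05, adjusted p = 0.00018) and rho = 0.757 (p = 0.00071), and r was 0.567 without the 2 farthest mice. Gh and Prl followed 5 pituitary markers with r = 0.636 (p = 0.00638, adjusted p = 0.00638), but rho was 0.345 (p = 0.174) and r 0.259 without the 2 farthest mice, so in ctrl PBS this relation rests on those mice. Among the 32 rNLS8 mice, r was 0.476 for the pituitary (p = 0.00742, rho = 0.440 with p = 0.0125, and r = 0.365 without the 2 farthest mice) and 0.941 for the choroid plexus (p = 1e-05, rho = 0.794). Tissue from the olfactory bulb and the choroid plexus, and to a lesser extent the pituitary, may therefore contribute to the spread of these genes between mice.

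The highest Doc2g value was 68.8 CPM in ctrl PBS and 6.56 CPM in TDP-PBS, against 33.3 in TDP10 + 12 and 31.7 in TDP15, while the medians were 4.78, 3.49, 3.74 and 3.70 CPM. The mean log2 CPM of the 5 olfactory bulb markers differed between TDP-PBS and ctrl PBS by −0.247 (permutation p = 0.571, adjusted p = 0.866 over 9 comparisons of 3 tissues and 3 groups). The mean of the 6 genes differed by −1.09 (p = 0.00037, adjusted p = 0.00333), and by −0.942 with the level of the markers removed (p = 1.00e-05, the smallest 100000 resamples can give), which goes against a difference in olfactory bulb tissue as the only source of their lower level in TDP-PBS. The 6 genes were labelled in Fig. 6D for their difference in these mice, so its size may be overstated. In the immunized groups the mean of the 6 genes did not pass the threshold before the markers were removed. It differed from ctrl PBS by −0.361 in TDP10 + 12 (permutation p = 0.292, adjusted p = 0.329) and −0.371 in TDP15 (p = 0.220, adjusted p = 0.329). With the markers removed, the differences from ctrl PBS were −0.417 in TDP10 + 12 (p = 0.00391, adjusted p = 0.0117) and −0.464 in TDP15 (p = 0.0012, adjusted p = 0.0054). Other technical sources were not tested, so a biological change of the 6 genes in rNLS8 mice is only a hypothesis. For the mean of Ttr and Kcne2, the difference between TDP10 + 12 and ctrl PBS was 1.36 (p = 0.0415, adjusted p = 0.187) and fell to 0.163 with the markers removed (p = 0.456). For the mean of Gh and Prl no difference from ctrl PBS passed the threshold, with or without the markers, where the smallest p-value was 0.0935.

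H2-D1, labelled in Fig. 6D, varied between mice of the same group. Of 10000 sets of neighbouring genes on other chromosomes, 0 followed it as closely as the 475 genes 1 to 20 Mb away on chromosome 17 (adjusted p = 0.000333 over 20 relations). For Ifi44l, Ifi206, Ifi211 and Ifi213, the largest number was 0 of 10000 as well (adjusted p = 0.000333). With the mean of 6 interferon-induced genes removed, again 0 sets reached the value of H2-D1 and 0 those of the other 4 genes, so the relation to the neighbours remained, which does not show whether the interferon response adds to the spread. Within groups, H2-D1 was unrelated to the mean of the 6 genes (r = 0.173, permutation p = 0.234, adjusted p = 0.234 over 5 genes, rho = 0.233 with p = 0.108, and r = 0.202 without the 2 farthest mice). The other 4 genes followed it, most closely Ifi211 (r = 0.540, p = 5e-05, adjusted p = 0.00025, rho = 0.527 with p = 0.00014, and r = 0.489 without the 2 farthest mice) and Ifi206 (r = 0.4931, p = 0.00035, adjusted p = 0.000875, rho = 0.508 with p = 0.00028, and r = 0.497 without them). For Ifi213 r was 0.364 (p = 0.00975, rho = 0.390 with p = 0.0055) and for Ifi44l 0.297 (p = 0.039, rho = 0.341 with p = 0.017). With genes 5 to 20 Mb away and the mean of the 6 genes removed, the numbers were 0 for H2-D1, 2 for Ifi44l, 0 for Ifi206, 347 for Ifi211 and 0 for Ifi213. A strain haplotype at the locus is a candidate explanation for the spread of these genes in the mixed background, and the level of the interferon response another for the 4 genes other than H2-D1. They belong to families with near-identical copies, so reads shared between copies were not excluded.

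The second principal component followed the chromosome 4 cluster across the 49 mice (r = 0.927, permutation p = 1e-05, the smallest 100000 resamples can give, and rho = 0.928), and 12 of the 20 genes with the largest loadings lie in it. Another 7 of the 20 are among 18 genes listed below 3 Mb of chromosome 4. The 19 genes of the cluster are among the 500 that build the component. Its correlation with the cluster is therefore in part built in, and the p-value does not test the explanation. Without the cluster, r between both versions of the second component was −0.672, but this left the 18 genes in place and shows little. Without these as well, 37 genes in all, r was −0.465 (rho = −0.551). The second component then had its largest loading at Xist, and the 24 males and 25 females did not overlap on it. These chromosome 4 genes are a candidate explanation for the second component, to which sex may contribute as well. Library size was unrelated to it (permutation p = 0.882).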
